# SREBP2 regulates the endothelial response to cytokines via direct transcriptional activation of *KLF6*

**DOI:** 10.1016/j.jlr.2023.100411

**Published:** 2023-07-10

**Authors:** Joseph Wayne M. Fowler, Nabil E. Boutagy, Rong Zhang, Daiki Horikami, Michael B. Whalen, Casey E. Romanoski, William C. Sessa

**Keywords:** Endothelium, inflammation, nuclear receptors/SREBP, cholesterol, chemokines, interferon

## Abstract

The transcription factor SREBP2 is the main regulator of cholesterol homeostasis and is central to the mechanism of action of lipid-lowering drugs, such as statins, which are responsible for the largest overall reduction in cardiovascular risk and mortality in humans with atherosclerotic disease. Recently, SREBP2 has been implicated in leukocyte innate and adaptive immune responses by upregulation of cholesterol flux or direct transcriptional activation of pro-inflammatory genes. Here, we investigate the role of SREBP2 in endothelial cells (ECs), since ECs are at the interface of circulating lipids with tissues and crucial to the pathogenesis of cardiovascular disease. Loss of *SREBF2* inhibits the production of pro-inflammatory chemokines but amplifies type I interferon response genes in response to inflammatory stimulus. Furthermore, SREBP2 regulates chemokine expression not through enhancement of endogenous cholesterol synthesis or lipoprotein uptake but partially through direct transcriptional activation. Chromatin immunoprecipitation sequencing of endogenous SREBP2 reveals that SREBP2 bound to the promoter regions of two nonclassical sterol responsive genes involved in immune modulation, *BHLHE40* and *KLF6*. SREBP2 upregulation of KLF6 was responsible for the downstream amplification of chemokine expression, highlighting a novel relationship between cholesterol homeostasis and inflammatory phenotypes in ECs.

There is a growing appreciation that cellular metabolism and immune phenotype are deeply intertwined. This field of study, coined immunometabolism, is centered around the idea that metabolic disturbances can alter leukocyte phenotype (1). Unlike glucose or fatty acids, cholesterol cannot be utilized for the generation of ATP. However, cholesterol is an essential molecule needed for the formation of cellular membranes, overall cell growth, and biosynthesis of steroids. Additionally, cholesterol shares several of the same regulatory mechanisms as fatty acids, namely by the transcription factor, sterol response element binding protein (SREBP2). SREBP2 directly transcribes genes necessary for de novo cholesterol biosynthesis and exogenous cholesterol uptake (2). It is under the control of a tight negative feedback loop, whereby under conditions of low cellular cholesterol, the adaptor protein, SREBP cleavage-activating protein (SCAP), shuttles SREBP2 from the ER to the Golgi for proteolytic cleavage and release of the DNA-binding N-terminal domain into the nucleus (3). When cellular cholesterol stores are sufficient, SREBP2 is locked in the ER, preventing transcriptional activity. Several reports have indicated that cholesterol flux and SREBP2 play key roles in leukocyte immunobiology (4, 5, 6, 7, 8, 9).

Much of the literature exploring cholesterol homeostasis and cellular phenotype has centered on leukocytes and few have looked at other important cell types, such as ECs. However, there have been reports that increased SREBP2 and cholesterol in ECs are pro-inflammatory, especially in the context of atherosclerosis. Endothelial activation and dysfunction are thought to be the key initiating drivers of atherosclerosis, and the disease, in general, is characterized by two pathologies: hypercholesterolemia and inflammation (10). ECs exposed to pro-atherogenic oscillatory shear stress upregulated SREBP2, which was then shown to transcriptionally activate components of the inflammasome, NACHT, LRR, and PYD domains-containing protein 3 (*NLRP3*) and NADPH oxidase 2 (*NOX2*) (11). The inflammasome and EC inflammation have also been reported to be elevated by the accumulation of LDL in ECs and subsequent cholesterol crystal formation (12, 13). Inflammatory-mediated upregulation of SREBP2 could hypothetically overload ECs with cholesterol, which could be compounded by the exceptionally hyperlipidemic and pro-inflammatory microenvironment of ECs surrounding an atheroma. Another study inhibited the cholesterol efflux pathway via endothelial-specific knockout of phospholipid-transporting ATPase 1 (*Abca1*) and ATP-binding cassette sub-family G member 1 (*Abcg1*), which resulted in an accumulation of EC cholesterol (14). Knockout mice showed evidence of increased vascular inflammation, decreased nitric oxide activity, and exacerbated atherosclerosis. Altogether, cholesterol homeostasis has been implicated to play a role in EC function, but much of the detailed mechanisms regulating this relationship remain to be explored.

Our previous report established a clear relationship between cholesterol homeostasis and EC inflammatory stress (15). We found that inflammatory cytokines mediate the depletion of accessible cholesterol via NF-κB transcriptional regulation of novel genes, including START domain-containing protein 10 (*STARD10*). This decrease in accessible cholesterol enhanced the activation of SREBP2 cleavage and transcriptional activity within the later stages of the acute inflammatory response. In this study, we examine the role of the SREBP2 pathway in the overall endothelial inflammatory phenotype. We characterize the EC transcriptomic response to the loss of SREBP2 combined with cytokine treatment and show that SREBP2 regulates a particular subset of genes in the late phase of acute inflammatory stress. Furthermore, we find that non-classical SREBP2 transcriptional activity likely accounts for this phenotype instead of an obvious effect on cholesterol homeostasis. Endogenous SREBP2 ChIP-seq reveals significant binding to the promoter region of two pro-inflammatory mediators, class E basic helix-loop-helix protein 40 (*BHLHE40*) and Krueppel-like factor 6 (*KLF6*). We validate that SREBP2 directly activates both genes and that the knockdown of *KLF6* phenocopies the transcriptomic response to *SREBF2* knockdown in the context of EC inflammatory stress.

## Materials and methods

### Mammalian cell culture

HUVECs were obtained from the Yale School of Medicine, Vascular Biology, and Therapeutics Core facility. Cells were cultured in EGM-2 media (Lonza) with 10% fetal bovine serum (FBS), penicillin/streptomycin, and glutamine (2.8 mM) in a 37°C incubator with 5% CO2 supply.

### RNA sequencing

RNA was isolated using the RNeasy Plus Kit (Qiagen), and the purity of total RNA per sample was verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA sequencing was performed through the Yale Center for Genome Analysis using an Illumina HiSeq 2000 platform (paired-end 150 bp read length). Briefly, rRNA was depleted from RNA using Ribo-Zero rRNA Removal Kit (Illumina). RNA libraries were generated from control cells using TrueSeq Small RNA Library preparation (Illumina) and sequenced for 45 cycles on Illumina HiSeq 2000 platform (paired-end, 150 bp read length).

### RNA-seq analysis

Normalized counts and gene set enrichment analysis statistics were generated with Partek Flow. Reads were aligned to the hg19 build of the human genome with STAR and quantified to an hg19 RefSeq annotation model through Partek E/M. Gene counts were normalized as counts per million (CPM) and differential analysis was performed with GSA. Ingenuity Pathway Analysis (Ingenuity Systems QIAGEN) software was used to perform Canonical Pathway and Upstream Regulator analyses (Cutoff: *P* < 0.05; −1.5>Fold Change>1.5). Data are deposited in NCBI Gene Expression Omnibus and are available under GEO accession GSE207787 and GSE207919.

### Western blotting analysis

Cells or tissues were lysed on ice with ice-cold lysis buffer containing 50 mM Tris-HCl, pH 7.4, 0.1 mM EDTA, 0.1 mM EGTA, 1% Nonidet P-40, 0.1% sodium deoxycholate, 0.1% SDS, 100 mM NaCl, 10 mM NaF, 1 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 1 mM Pefabloc SC, and 2 mg/ml protease inhibitor mixture (Roche Diagnostics) and samples prepared. Total protein (25 μg) was loaded into SDS-PAGE followed by transfer to nitrocellulose membranes. Immunoblotting was performed at 4°C overnight followed by 1 h incubation with LI-COR compatible fluorescent-labeled secondary antibodies (LI-COR Biosciences). Bands were visualized on the Odyssey CLx platform (LICOR Biosciences). Quantifications were based on densitometry using ImageJ.

### Quantitative RT-qPCR

RNA from cells or tissues was isolated using the RNeasy Plus Kit (Qiagen). 0.5 mg RNA/sample was retrotranscribed with the iScript cDNA Synthesis Kit (BioRad). Real-time quantitative PCR (qPCR) reactions were performed in duplicate using the CFX-96 Real-Time PCR system (Bio-Rad). Quantitative PCR primers were designed using Primer3 software and synthesized by the Yale School of Medicine Oligo Synthesis facility. Fold changes were calculated using the comparative Ct method.

### ALOD4 purification

ALOD4 construct was generously provided by the lab of Dr Arun Radhakrishnan. Recombinant His-tagged ALOD4 and OlyA were purified as previously described (16). Briefly, ALOD4 expression was induced with 1 mM IPTG in OD_0.5_ BL21 (DE3) pLysS *E. coli* for 16 h at 18°C. Cells were lysed and His-ALOD4 and His-OlyA were isolated by nickel purification followed by size exclusion chromatography (HisTrap-HP Ni column, Tricorn 10/300 Superdex 200 gel filtration column; FPLC AKTA, GE Healthcare). Protein-rich fractions were pooled and concentration was measured using a NanoDrop instrument.

### ALOD4 binding and Western blot analysis

At time of collection, HUVEC were washed three times for 5 min in PBS with Ca^2+^ and Mg^2+^ containing 0.2% (wt/vol) BSA. Cells were then incubated with 3 μM ALOD4 in basal EBM2 media containing 0.2% (wt/vol) BSA for 1 h at 4°C. The unbound proteins were removed by washing three times with PBS with Ca^2+^ and Mg^2+^ for 5 min each. Cells were then lysed and prepared for SDS-PAGE and immunoblotting. ALOD4 was probed on nitrocellulose gels using anti-6X His (Abcam) antibody at 15 kDa. A similar method was used for OlyA binding.

### Cytokine/chemokine ELISA

Media was collected from treated cells and stored in −80°C until the time of assay. Media was diluted 1:100 in basal medium, and an assay was performed according to kit provided protocol (R&D Systems).

### Chromatin immunoprecipitation sequencing

Chromatin immunoprecipitation sequencing (ChIP-seq) was performed as previously described (17). Briefly, HUVEC were fixed at room temperature with 2 mM disuccinimidyl glutarate (DSG) for 30 min before an additional fixation with 1% formaldehyde for 15 min and quenched with glycine. Between 5 and 15 million cells were used for each ChIP-seq. Cell lysates were sonicated using a BioRuptor Standard or BioRuptor Pico (Diagenode, Belgium), and then immunoprecipitated using antibodies bound to a 2:1 mixture of Protein A Dynabeads (Invitrogen #10002D) and Protein G Dynabeads (Invitrogen #10004D). A cocktail of antibodies targeting the N-terminal domain of SREBP2 were used for SREBP2 pull-down (Sigma #MABS1988, Novus #NBP1-54446, Abcam #ab30682). Following immunoprecipitation, crosslinking was reversed and libraries were prepared using dsDNA end repair and excluding UDG. For each sample condition, an input library was also created using an aliquot of sonicated cell lysate that had not undergone immunoprecipitation. These samples were sequenced and used to normalize ChIP-seq results. Libraries were sequenced on an Illumina HiSeq 4000 according to the manufacturer’s specifications at the University of California–San Diego and the University of Chicago. Reads from ChIP-seq were mapped to the hg19 build of the human genome with Bowtie2. Data for ChIP-seq analysis is available in GEO under accession code GSE223094.

### Flow cytometry

Cells were cultured in 12-well plates, treated, and suspended in Ca^2+^ and Mg^2+^ containing 2% FBS and washed 3 times. Cells were stained with FITC-ICAM1, PE-VCAM1, and PacificBlue-HLA-A,B,C (Biolegend). Cells were washed three times before fixation in 4%PFA. Mean fluorescence intensity per cell was measured by LSRII (BD Biosciences) flow cytometer the next day and data was analyzed using FlowJo.

### Lentiviral-mediated expression

pSMPP lentiviral transfer plasmid empty backbone (Addgene, #104970) was used for the expression of cDNA into HUVEC. FLAG-SREBP2 was inserted into the lentiviral vector via NEBuilder HiFi DNA Assembly (NEB, #E2621) using previously generated cDNA (Addgene, #26807).

### Statistics

Statistical differences were measured with an unpaired two-sided Student’s *t* test or ANOVA with listed corrections for multiple corrections. A value of *P* < 0.05 was considered statistically significant. “n” within figure legends involving HUVEC denotes the number of donors used for the respective experiment. Data analysis was performed with GraphPad Prism software (GraphPad, San Diego, CA).

### Cell lines

The HUVECs used in this study were primary isolates of ECs collected from donor umbilical cords through Yale School of Medicine’s Vascular Biology and Therapeutic Core as described previously (18). No transformations were performed and they were used at low passage (p4).

## Results

### SREBP2 regulates a specific transcriptomic phenotype in EC

Our previous study indicated that SREBP2 was activated in the late phase of EC acute inflammatory responses due to a decrease in accessible cholesterol (15). Therefore, we evaluated the effect of SREBP2 loss on the EC transcriptome during TNFα treatment. 

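Total RNA from HUVEC, which are primary endothelial cells of the umbilical vein, was depleted of rRNA and sequenced after treatment with a control siRNA (siCTRL) or an siRNA against *SREBF2* (siSREBF2), each without TNFα and with 16 h of TNFα at 10 ng/ml. Each of the 4 groups held 3 libraries, 1 from each of 3 independent donors. The authors aligned the reads to hg19 with STAR, quantified them with Partek E/M, which shares reads that map to several genes among them, and normalized them to CPM in Partek Flow. The table of CPM gave no library totals, so the depth was taken from the CPM that stands for 1 read in each library, between 0.0146 and 0.0213 CPM over all libraries of the table. By this measure, the number of counted reads, was 52.7 to 58.1 M in siCTRL (median 53.7), 60.9 to 62.6 M in siCTRL with TNFα (median 61.5), 53.8 to 64.9 M in siSREBF2 (median 61.7) and 63.8 to 68.4 M in siSREBF2 with TNFα (median 68.1). At these depths, 1 CPM stands for at least 52.7 reads. The table held 24322 gene symbols, of which 1276 were listed at more than 1 location with the same value and were used once. Its lowest value, 0.0001 CPM, takes the place of 0. From the CPM, log2 values with 0.1 added were compared between groups with limma for the 13951 genes with at least 1 CPM in at least 3 of the 12 libraries, and the 4 groups shared 1 estimate of each gene's spread. Genes were called at the threshold of Fig. 1B, which uses unadjusted p-values, and again with Benjamini-Hochberg adjusted p-values under 0.05 and the same fold change of 1.5. The table also held 6 libraries of HUVEC treated with an siRNA against *PDHA1*, 3 of them with TNFα, on which the paper does not report.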

Knockdown of *SREBF2* efficiently decreased total SREBP2 protein levels and decreased basal levels of accessible cholesterol quantified by ALOD4 binding (Fig. 1A). As expected, 16 h TNFα treatment combined with *SREBF2* silencing severely decreased accessible cholesterol because the cells were unable to replenish cholesterol via de novo synthesis or exogenous uptake. RNA sequencing analysis of 16 h TNFα-treated ECs revealed that 505 genes were significantly downregulated and 1,259 genes were significantly upregulated with the loss of SREBP2 (*P* < 0.05, −1.5 > Fold Change (F.C) > 1.5) (Fig. 1B). 

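*SREBF2*, on chromosome 22 of hg19 from 42229109 to 42303312 on the + strand, was expressed at 123.9 ± 4.67 CPM (SD, n = 3) in TNFα-treated siCTRL cells and at 14.6 ± 1.42 CPM (SD, n = 3) in TNFα-treated siSREBF2 cells. The log2 fold change was −3.08 (standard error 0.08, adjusted p = 1.2e-08 from limma with Benjamini-Hochberg adjustment), and it lay between −3.16 and −3.00 under the other settings tried. At the threshold of Fig. 1B, 607 genes were lower and 1442 were higher with siSREBF2 among the 13951 genes tested. With adjusted p-values under 0.05, 533 genes were lower and 1354 were higher. The number of higher genes moved by the most genes without the filter on low values, which added genes with few reads and gave 2254, and it was 919 with a filter at a mean of 5 CPM. After the libraries were rescaled by median-of-ratios size factors, 783 genes were lower and 1161 were higher, and the share of higher genes among those called went from 70.4% to 59.7%. Without TNFα, siSREBF2 lowered 514 genes and raised 498 at the same threshold, and 712 genes were called with adjusted p-values. Among genes with an adjusted p-value under 0.05, at least 5 CPM in the higher group and the same direction in 3 of 3 comparisons of same-numbered replicates, the largest falls were in *IL6*, *CSF3*, *IL1B*, *ENKUR* and *DCLK3*, with log2 fold changes from −3.91 for *IL6* to −3.35 for *DCLK3*. *IL1B*, *ENKUR* and *DCLK3* had means of only 0.27, 0.56 and 0.58 CPM in TNFα-treated siSREBF2. Their falls shrank to as little as −2.14, −2.33 and −2.17 under the other settings, so their rank depends on the settings. The largest rises by the same rule were in *IFI30*, *RSAD2*, *MX2*, *GALNT15* and *IFIT1*, with log2 fold changes from 3.56 for *IFIT1* to 4.19 for *IFI30*.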

As anticipated, IPA Canonical Pathway analysis revealed that the “Superpathway of Cholesterol Biosynthesis” was the most significantly downregulated pathway when SREBP2 was silenced (Fig. 1C). 

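Ingenuity Pathway Analysis was not repeated, and a list of 20 genes of cholesterol biosynthesis was tested in its place with camera, a competitive gene list test in limma with a preset inter-gene correlation of 0.01. In TNFα-treated cells, 18 of the 20 genes were lower with siSREBF2, and the median log2 fold change of the list was −0.58 (adjusted p = 1.25e-11 over the 10 lists tested with limma). Adjusted over all genes tested, 15 genes had a p-value under 0.05 and were lower, and adjusted over the list alone there were 17. The list held 7 of the genes that Fig. 1D shows from these samples, so its fall is not wholly independent of that choice. *PMVK* was higher, at a log2 fold change of 0.69 (adjusted p = 0.000185 from limma with Benjamini-Hochberg adjustment), and was singled out after its value was seen. The 5 lists with an adjusted p-value under 0.05 in this comparison also had one under 0.05 with fry, and none had with an inter-gene correlation estimated from the data, the setting that moved the lists most. For the cholesterol list these values were 5.96e-05 with limma's fry and 0.201 with the estimated correlation in limma's camera. Of the genes in Fig. 1D, *MSMO1*, on chromosome 4 from 166248775 to 166264312, fell from 69.7 ± 1.71 to 24.4 ± 2.25 CPM (SD, n = 3 in each group), and *SQLE*, on chromosome 8 from 126010739 to 126034525, fell from 107 ± 1.29 to 70.4 ± 4.28 CPM (SD, n = 3 in each group). Their log2 fold changes were −1.51 and −0.60, each with a standard error of 0.08.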

Loss of SREBP2 also significantly decreased expression of genes belonging to the pro-inflammatory pathways “Atherosclerosis Signaling” and “IL8 Signaling,” as well as inhibited the predicted upstream regulators “TNF” and “LPS.” These data sets included several genes that belonged to chemokine signaling and chemoattraction, such as interleukin-6 (*IL6*), C-X-C motif chemokine 1 (*CXCL1*), C-X-C motif chemokine 8 (*CXCL8*), and C-X-C motif chemokine receptor type 4 (*CXCR4*) (Fig. 1D). Furthermore, SREBF2 knockdown significantly increased pathways involved in type I interferon signaling and MHC class I presentation, which has been previously reported in macrophages (6).

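The 9 chemokine and cytokine genes of Fig. 1D were lower with siSREBF2 in each of 3 comparisons of same-numbered TNFα-treated replicates, with a median log2 fold change of −1.57 (adjusted p = 4.65e-06 over the 10 lists with limma's camera, and 0.00327 with limma's fry). Adjusted over all genes tested, *IL6*, *CXCL2*, *CXCL8*, *IL1B* and *IL12A* had p-values under 0.05, and adjusted over the list alone all 9 did. The paper chose these genes on the same samples, so the count over the list alone is not independent evidence. Without TNFα, the list had a median of −1.21, with 0 of the 9 genes higher (adjusted p = 0.00611 with limma's camera, and 0.202 with limma's fry). The difference between the effects with and without TNFα, tested as an interaction, had a median of −0.32, with 3 of the 9 genes above 0. Its adjusted p was 0.0121 with limma's camera and 0.205 with limma's fry. *CXCR4*, on chromosome 2 from 136871919 to 136875735 on the - strand, went from 73.0 ± 28.0 to 25.4 ± 12.1 CPM (SD, n = 3 in each group). Its log2 fold change of −1.56 (standard error 0.61) passed the threshold of Fig. 1B but not the adjusted one, with an adjusted p of 0.0673 from limma with Benjamini-Hochberg adjustment. With the replicate number as a block in limma, which removes the difference between donors, its adjusted p was 2.22e-05, and over the other settings it ran up to 0.0848. *CXCR4* also passed with only the groups compared in the fit. *CXCL6*, with a log2 fold change of −1.57 and an adjusted p of 0.0536 from limma, likewise passed only with some settings, with 0.00856 under the replicate block and up to 0.067 elsewhere. With 1 library left out, the adjusted p from limma ran from 0.0437 to 0.213 for *CXCR4* and from 0.0322 to 0.16 for *CXCL6*, in both lowest without replicate 3 of TNFα-treated siCTRL. *IL12A* fell from 5.30 ± 1.42 to 1.66 ± 0.401 CPM (SD, n = 3 in each group).

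**Figure D1:**
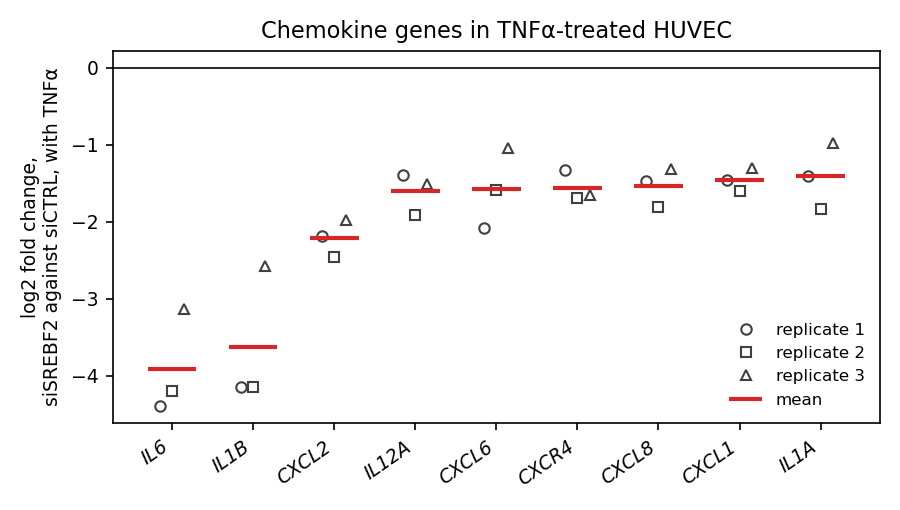
Log2 fold change of each gene, siSREBF2 against siCTRL with TNFα, for the 3 comparisons of same-numbered replicates (symbols) and their mean (red lines). Each of the 9 genes lies below 0 in all 3 comparisons, and replicate 3 shows the smallest fall for IL6, at −3.14, and for IL1B, at −2.57.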

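A list of 40 type I interferon genes rose with siSREBF2 in TNFα-treated cells, with a median log2 fold change of 1.70 (adjusted p = 1.6e-08 over the 10 lists with limma's camera, and 0.00517 with limma's fry). All 40 genes were higher, 39 of them with a p-value under 0.05 both adjusted over all genes tested and adjusted over the list alone. The median of the list was 2.21 for replicate 1, 1.82 for replicate 2 and 1.11 for replicate 3. Without TNFα, the median was 0.03 (adjusted p = 0.539 with limma's camera), with 23 of the 40 genes higher. The difference between these 2 effects, tested as an interaction, had a median of 1.78 over the list (adjusted p = 8.74e-10 with limma's camera, and 0.0339 with limma's fry). A list of 17 genes of MHC class I presentation had a median log2 fold change of 0.94 with TNFα (adjusted p = 4.65e-06 with limma's camera, and 0.00065 with limma's fry). All 17 genes were higher, 15 of them with a p-value under 0.05 both adjusted over all genes tested and adjusted over the list alone. Without TNFα, the median of this list was 0.13 (adjusted p = 0.336 with limma's camera).

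**Figure D2:**
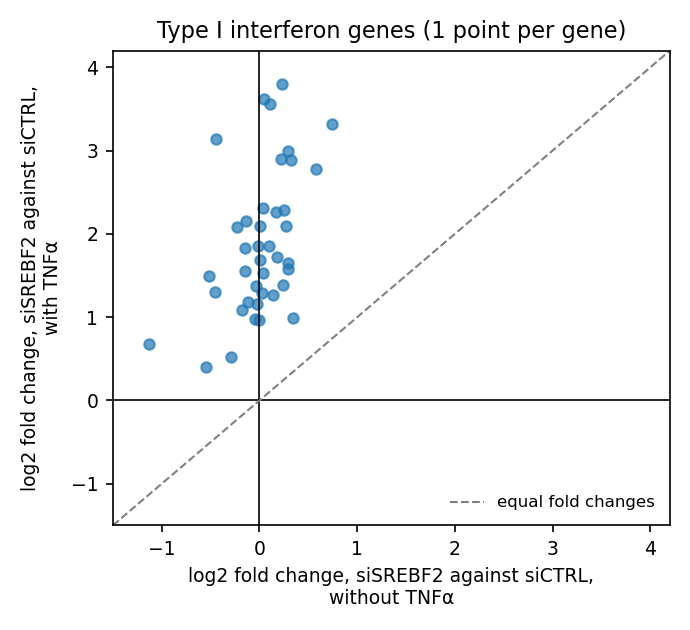
Log2 fold change of the 40 type I interferon genes, siSREBF2 against siCTRL, without TNFα (x axis) and with TNFα (y axis), 1 point per gene, with a dashed line at equal fold changes. The genes lie around a median of 0.03 without TNFα and above 0 with TNFα, at a median of 1.70.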

**Fig. 1:**
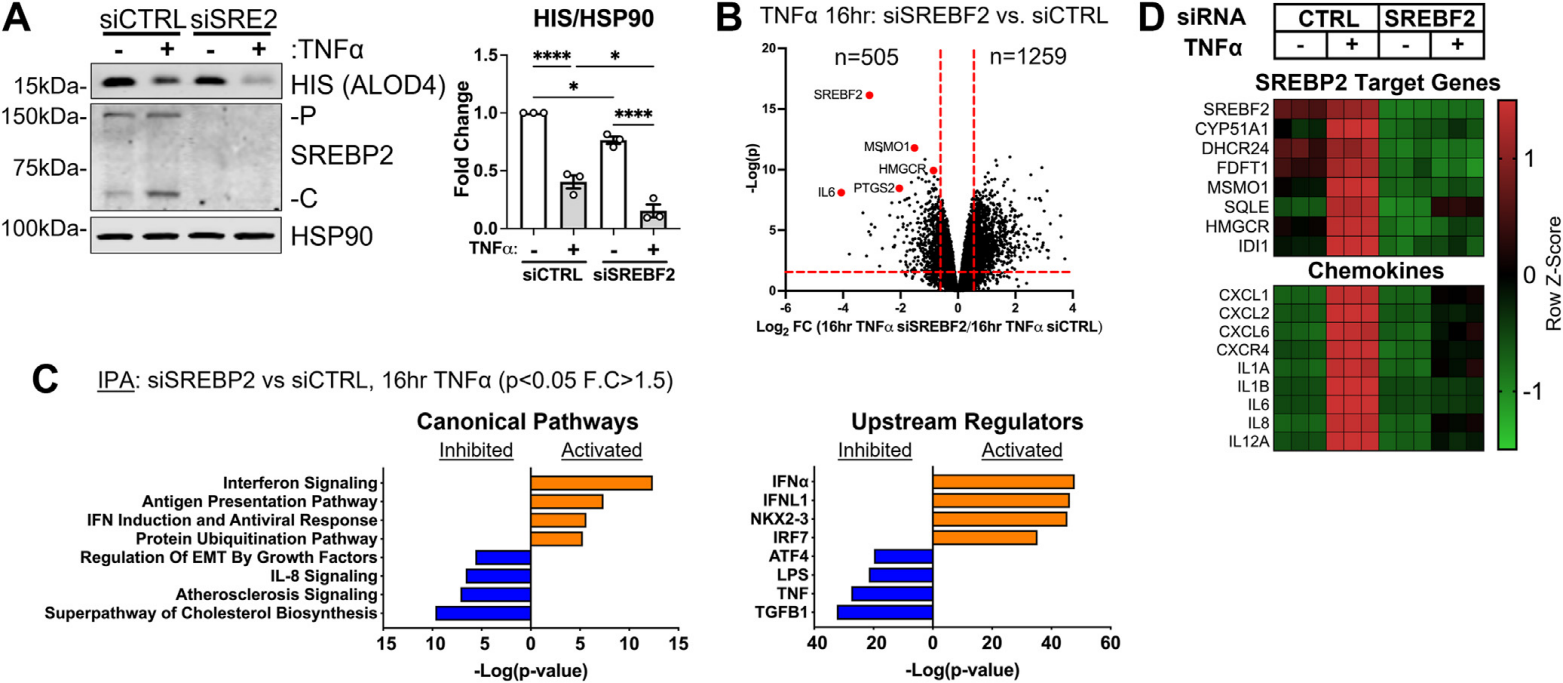
Loss of SREBP2 inhibits the transcription of pro-inflammatory chemokines and upregulates expression of type I interferon signaling in TNFα-treated ECs. A: immunoblot of ALOD4, SREBP2-P (precursor), and SREBP2-C (cleaved) protein levels in HUVEC treated with *SREBF2* siRNA (siSRE2) and with or without TNFα (10 ng/ml). Data are normalized to respective HSP90 levels and then to untreated cells (n = 3). B: volcano plot of RNA-seq analysis of differentially expressed genes of HUVEC treated with TNFα (10 ng/ml) for 16 h and with or without siRNA targeting *CTRL* or *SREBF2*. Red lines indicate cutoffs used for pathway analysis (−1.5<F.C.<1.5; *P* < 0.05). C: ingenuity pathway analysis for pathways and upstream regulators using genes from (B). D: Heatmap of representative genes from (B) showing three independent donors. Data represent the analysis of three independent donor lines. Data are available in GEO under accession code GSE207787. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test.

### Inactivation of SREBP2 by independent methods attenuates the expression and protein secretion of pro-inflammatory chemokines IL6 and CXCL8

We validated that the inhibited genes identified from RNA-seq with *SREBF2* knockdown translated to changes in protein and that the results could be recapitulated through other modes of SREBP2 inhibition. As previously mentioned, the gene expression of several chemokines, such as *IL6*, *CXCL1*, and *CXCL8*, was inhibited by the loss of SREBP2 (Fig. 2A). These chemokines are important for the recruitment, activation, and extravasation of leukocytes to the site of injury detected by ECs (19). 

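*IL6*, on chromosome 7 of hg19 from 22765503 to 22771621, rose from 2.41 ± 0.612 CPM (SD, n = 3) in siCTRL to 266.9 ± 132 CPM (SD, n = 3) with TNFα. In siSREBF2 with TNFα it was 16.0 ± 3.05 CPM (SD, n = 3), and the log2 fold change against siCTRL was −3.91 (standard error 0.37, adjusted p = 6.84e-05 from limma with Benjamini-Hochberg adjustment). The fall in *IL6* was also larger with TNFα than without it, by −3.05 on the log2 scale (standard error 0.53, adjusted p = 0.00535 for the interaction in limma). *CXCL1*, on chromosome 4 from 74735110 to 74736959, was at 2361 ± 781 CPM (SD, n = 3) in siCTRL and 845 ± 198 CPM (SD, n = 3) in siSREBF2 with TNFα, a log2 fold change of −1.45 (standard error 0.62). It was lower in 3 of 3 same-numbered comparisons and passed the threshold of Fig. 1B, but its adjusted p from limma was 0.0884, or 0.0065 with the replicate block, up to 0.111 over the other settings and from 0.0764 to 0.231 with 1 library left out. With only the groups compared in the fit, the adjusted p of *CXCL1* was also under 0.05. *CXCL8*, which the table lists under the older symbol IL8, on chromosome 4 from 74606223 to 74609433, was at 7565 ± 1864 CPM (SD, n = 3) and 2570 ± 295 CPM (SD, n = 3) in the same groups. Its log2 fold change was −1.53 (standard error 0.36, adjusted p = 0.00664 from limma with Benjamini-Hochberg adjustment). For *CXCL8* the interaction with TNFα was −0.32 (standard error 0.50, adjusted p = 0.712 from limma).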

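In the same libraries, the E-selectin gene *SELE*, on chromosome 1 from 169691781 to 169733846, was at 4346 ± 403 CPM (SD, n = 3) in TNFα-treated siCTRL and 4015 ± 433 CPM (SD, n = 3) in TNFα-treated siSREBF2. The log2 fold change was −0.12 (standard error 0.57, adjusted p = 0.896 from limma with Benjamini-Hochberg adjustment). *JUNB*, on chromosome 19 from 12902310 to 12904124, was at 100.0 ± 9.81 and 111.9 ± 7.56 CPM (SD, n = 3 in each group), a log2 fold change of 0.16 (standard error 0.12, adjusted p = 0.314 from limma). *NFKBIA*, on chromosome 14 from 35870717 to 35873955, was at 242.7 ± 16.5 and 278.9 ± 7.46 CPM (SD, n = 3 in each group), a log2 fold change of 0.20 (standard error 0.14, adjusted p = 0.279 from limma). The adjusted p-values of these 3 genes stayed above 0.05 under the other settings, with 0.0577 for *NFKBIA* the lowest. TNFα itself raised *SELE*, *JUNB* and *NFKBIA* in siCTRL by log2 fold changes of 10.14, 2.14 and 2.28. A list of 20 NF-κB target genes, which includes these 3 and *ICAM1* and *VCAM1*, had a median log2 fold change of 0.30 with siSREBF2 (adjusted p = 0.185 over the 10 lists with limma's camera, and 0.0327 with limma's fry). Adjusted over all genes tested, 10 of its genes were higher and 1, *NFKBIZ*, was lower with a p-value under 0.05, and adjusted over the list alone 11 were higher and 1 was lower.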

Notably, *SREBF2* knockdown did not affect several other classical NF-κB genes, such as E-selectin (*SELE*), transcription factor JunB (*JUNB*), and NF-kappa-B inhibitor alpha (*NFKBI*), suggesting that SREBP2 controls a distinct pathway of the EC inflammatory phenotype. To confirm these RNA-seq results, SREBP2 was inactivated by 25-hydroxycholesterol (25HC) and siRNA silencing of *SCAP* (Fig. 2B). Our previous results revealed that 25HC treatment and SCAP knockdown were both sufficient to significantly inhibit SREBP2 activity, even in the presence of TNFα (15). Both treatments significantly reduced *IL6* and *CXCL8* expression in TNFα-treated cells. Second, we confirmed that the decrease in chemokine transcripts reflected protein levels. *SREBF2* knockdown significantly reduced both IL6 and IL8 protein levels in the media of TNFα-treated ECs (Fig. 2C). Loss of SCAP inhibited IL6 and IL8 to similar levels as *SREBF2* silencing and both treatments significantly reduced expression of the sterol-responsive downstream target hydroxymethylglutaryl-CoA synthase 1 (*HMGCS1*) (Fig. 2D). These results indicated that SREBP2 feeds forward to promote a pro-inflammatory phenotype in EC.

**Fig. 2:**
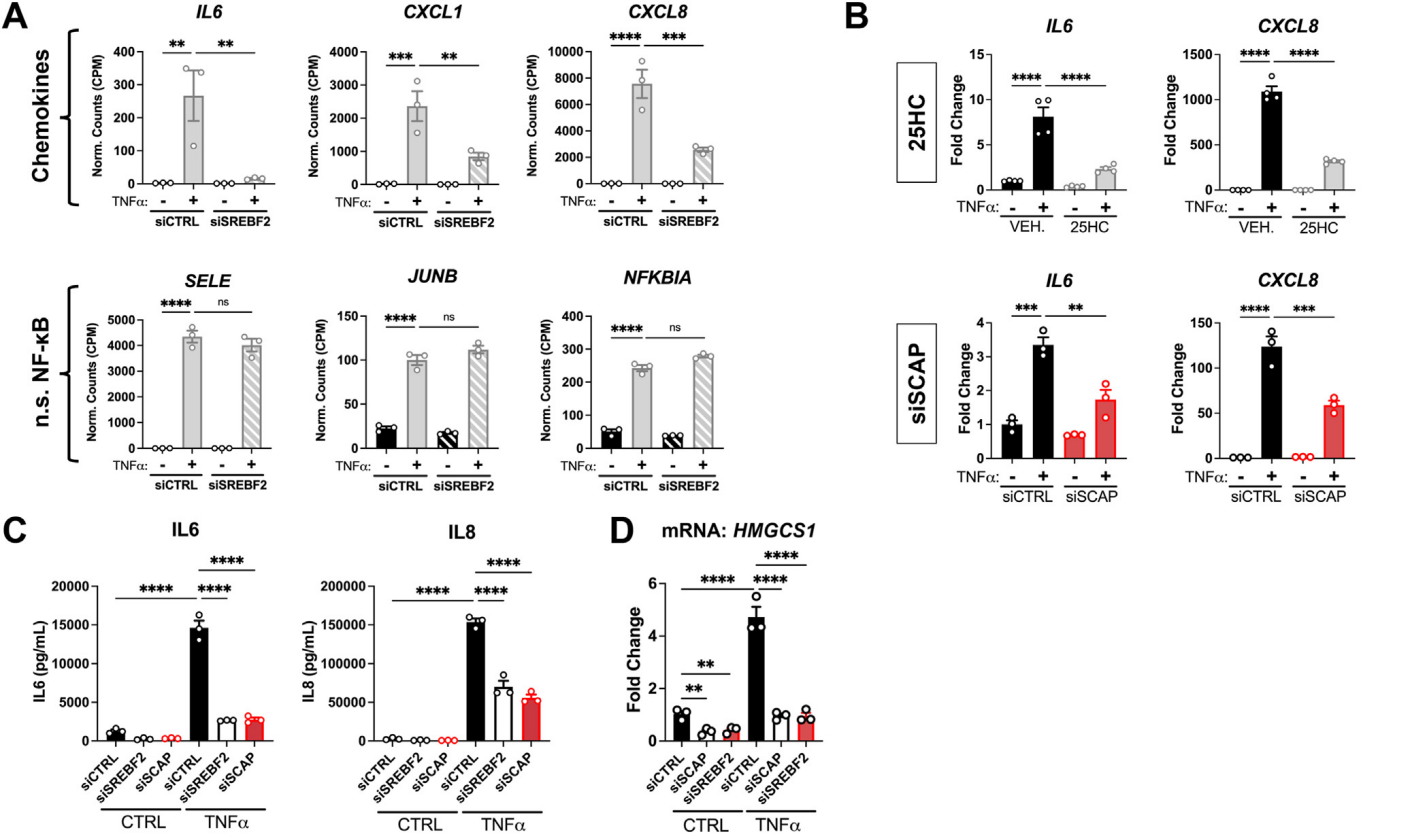
SREBP2 inhibition significantly attenuates IL6 and IL8 mRNA levels and protein expression. A: expression of chemokines that are altered with SREBF2 knockdown as well as several classical NF-κB genes that are unaffected by loss of *SREBF2* from previous RNA-seq experiment. (n = 3). B: qRT-PCR analysis of RNA from HUVEC treated with 25-hydroxycholesterol (25HC) (10 μM) or siSCAP and with or without TNFα (10 ng/ml). HUVEC were treated with siRNA for 48 h prior to 16 h treatment with 25HC in full serum medium. Data are normalized to respective *ACTB* and then to untreated cells (n = 3). C: IL6 and IL8 ELISA from media collected from HUVEC treated with siRNA against *SREBF2* or *SCAP* and with or without TNFα (10 ng/ml). (n = 3). D: qPCR analysis of mRNA from HUVEC treated with similar conditions as in (C). *HMGCS1* is a key downstream target of SREBP2 and serves as a surrogate readout of SREBP2 activity. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test.

Of note, IPA revealed that genes belonging to the type I interferon signaling pathway were significantly elevated in ECs treated with TNFα and *SREBF2* siRNA. These genes play important roles in host defense, such as the presentation of intracellular antigen (*HLA*-*A*, *B*, and *C*), viral RNA/DNA inhibitors (*MX1*), and positive feedback into the type I interferon response (*IRF1*) (Fig. 3, A and B) (20). 

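The 15 genes of Fig. 3A were all higher with siSREBF2 in TNFα-treated cells and had adjusted p-values under 0.05, over all genes tested and adjusted over the list alone, with a median log2 fold change of 1.18 (adjusted p = 1.65e-05 over the 10 lists with limma's camera, and 0.00101 with limma's fry). The paper shows them from these samples, so the list is not independent of the difference. *HLA-B* and *HLA-C*, on chromosome 6 of hg19 from 31321649 to 31324965 and from 31236526 to 31239907, had log2 fold changes of 1.18 and 0.95 (adjusted p = 0.0146 and 0.00186 from limma with Benjamini-Hochberg adjustment). The table gives *HLA-B* at 6 and *HLA-C* at 7 locations, most of them alternative haplotypes of hg19, so how the reads were shared among similar sequences by Partek E/M enters their CPM. *MX1*, on chromosome 21 from 42792231 to 42831141, was at 130 ± 126.6 CPM in siCTRL and 431 ± 175 CPM in siSREBF2 (SD, n = 3 in each group). The siCTRL replicates 1, 2 and 3 were at 71.4, 42.9 and 275 CPM, and the log2 fold change of 2.09 (standard error 0.67, adjusted p = 0.031 from limma) went to 2.87 without replicate 3 and to 1.53 without replicate 2, with adjusted p-values from 0.00309 to 0.122 from limma with 1 library left out. *IRF1*, on chromosome 5 from 131817301 to 131826490, was at 91.1 ± 16.0 CPM in siCTRL and 193 ± 2.48 CPM in siSREBF2 (SD, n = 3 in each group), a log2 fold change of 1.09 (standard error 0.11, adjusted p = 7.3e-05 from limma). In *HLA-B*, *IRF7*, *OAS2* and *OAS3* the adjusted p-value also rose above 0.05 in some fits with 1 library left out, up to 0.0871 for *OAS3*. With only the groups compared in the fit it was 0.0551 for *IRF7*, 0.0601 for *MX1* and 0.0697 for *OAS3* (limma).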

TNFα has been reported to upregulate these factors in ECs (17). We further validated the RNA-seq results by analyzing surface expression of adhesion molecules and the MHC class I complex. Cells were treated with either 1 ng/ml or 10 ng/ml of TNFα and surface expression of ICAM1, VCAM1, and HLA-A,B,C were simultaneously measured by flow cytometry. Neither knockdown of *SCAP* or *SREBF2* significantly affected the surface expression of NF-κB targets, ICAM1 and VCAM1, which also did not significantly change in our RNA-seq results (Fig. 3C). However, loss of *SCAP* or *SREBF2* significantly increased HLA-A,B,C expression at both doses of TNFα. This indicates that SREBP2 may regulate a specific phenotypic signature in the late-phase EC inflammatory response that includes positive regulation of chemokine production and suppression of the type I interferon pathway.

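In the RNA-seq libraries, *VCAM1*, on chromosome 1 of hg19 from 101185298 to 101204601, was at 2019 ± 990 CPM (SD, n = 3) in TNFα-treated siCTRL and 5368 ± 1010 CPM (SD, n = 3) in TNFα-treated siSREBF2. The log2 fold change was 1.50 (standard error 0.29, adjusted p = 0.00236 from limma with Benjamini-Hochberg adjustment), and the adjusted p stayed at or below 0.0175 under the other settings. *ICAM1*, on chromosome 19 from 10381511 to 10397291, was at 2513 ± 914 CPM (SD, n = 3) and 5485 ± 591 CPM (SD, n = 3) in the same groups, a log2 fold change of 1.18 (standard error 0.43). With an unadjusted p of 0.0207 from limma, *ICAM1* passed the threshold of Fig. 1B, and its adjusted p was 0.0542, or 0.0349 with the replicate block, between 0.0145 and 0.0775 over the other settings. With 1 library left out, the adjusted p of *ICAM1* from limma ran from 0.032, without replicate 3 of TNFα-treated siCTRL, to 0.151. Both genes were higher in 3 of 3 same-numbered comparisons. The rise in *VCAM1* was larger with TNFα than without it, by 1.78 on the log2 scale (adjusted p = 0.0163 for the interaction in limma). For *ICAM1* that difference was 1.03 (adjusted p = 0.285 from limma).

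**Figure D3:**
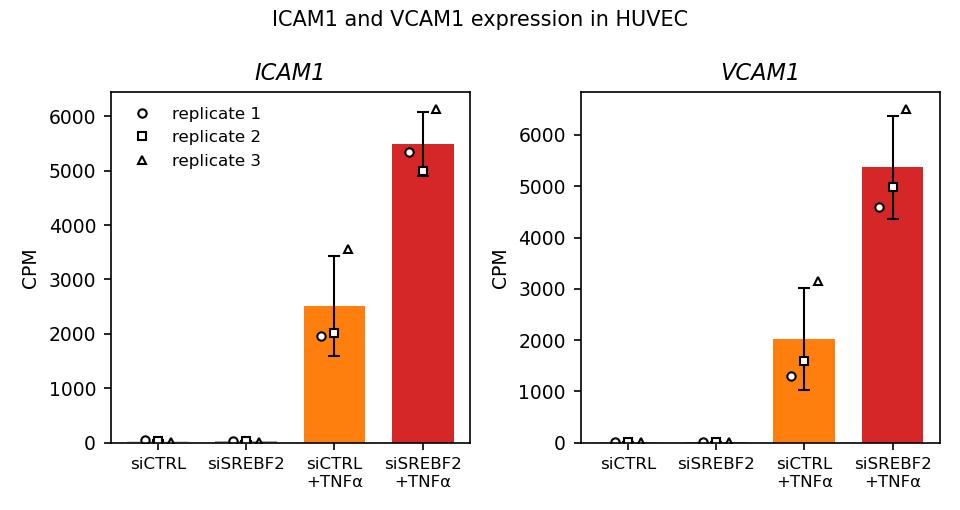
CPM of ICAM1 and VCAM1 in siCTRL and siSREBF2 cells without and with TNFα, as the mean (bars), SD (error bars, n = 3) and each replicate (symbols). With TNFα, the siSREBF2 means of 5485 and 5368 CPM stand above the siCTRL means of 2513 and 2019 CPM, and replicate 3 is the highest in both groups.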

**Fig.3:**
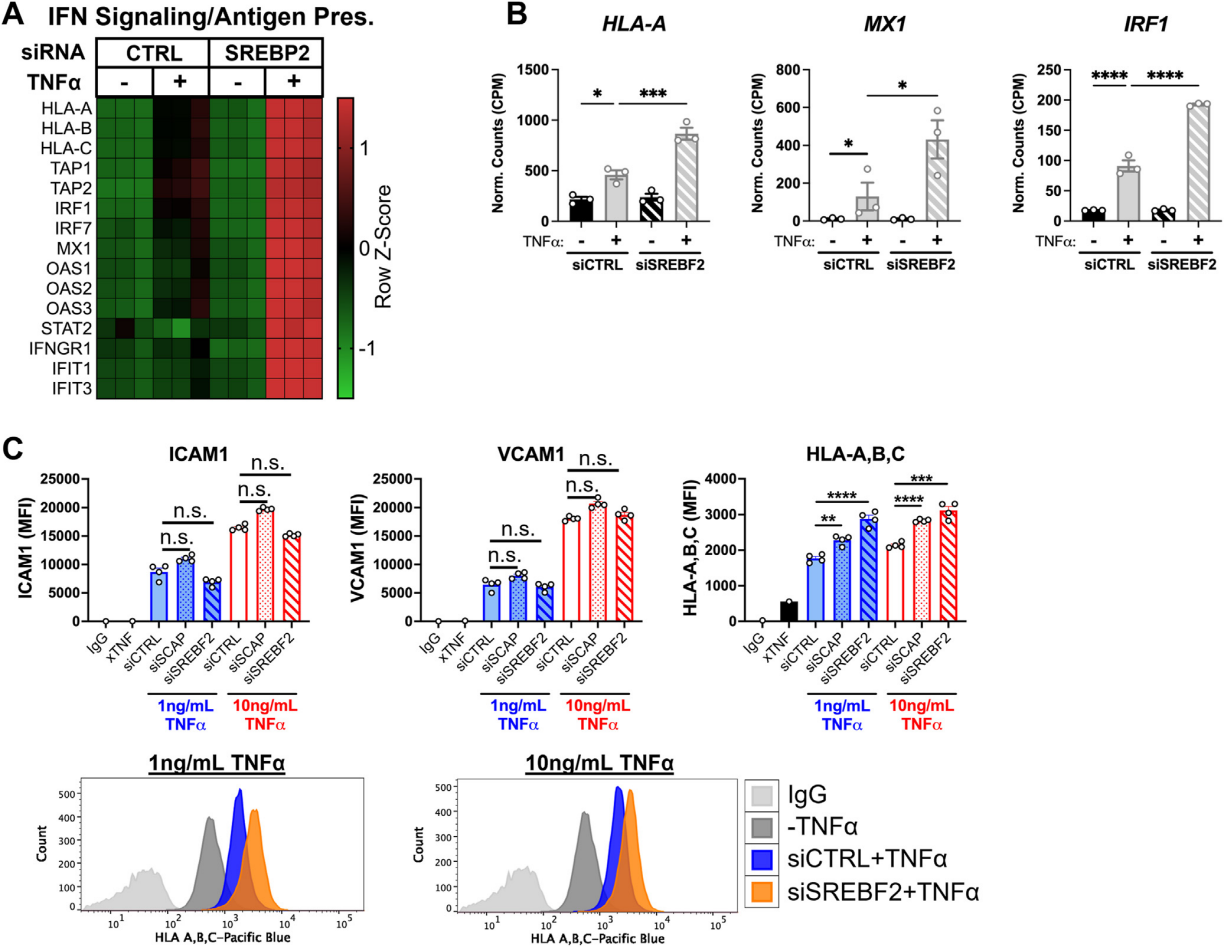
*SCAP* and *SREBF2* knockdown significantly increase type I interferon response genes and protein surface expression. A: heatmap of representative genes from Fig. 1B showing three independent donors. B: *HLA*-*A*, *MX1*, and *IRF1* expression from RNA-seq experiment. C: flow cytometry analysis of surface ICAM1, VCAM1, or HLA-A,B,C levels in HUVEC treated with *siSCAP* or *siSREBF2* at the indicated dose of TNFα. Expression was quantified as the mean fluorescence intensity of the respective fluorophore per cell (10,000 events/replicate, n = 3). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by either one-way ANOVA with Tukey’s multiple comparison test (A) or two-way ANOVA with Sidak’s multiple comparisons test (B).

### Upregulation of SREBP2 activity via LDLR and HMGCR knockdown increases proinflammatory chemokine expression

We were particularly interested in the decreased expression of several chemokines that coincided with the loss of SREBP2. Therefore, we explored if SREBP2 regulated this gene set via modulation of cholesterol flux in ECs. Thus, we silenced the major regulator of exogenous cholesterol uptake, low-density lipoprotein receptor (*LDLR*), and the rate-limiting step of cholesterol biosynthesis, 3-hydroxy-3-methylglutaryl-coenzyme A reductase (*HMGCR*). RNA silencing of *LDLR* significantly decreased *LDLR* transcript and protein levels in the presence of full serum media (Fig. 4, A and B). When ECs were treated with TNFα, the loss of LDLR led to an increase in *IL6*, *CXCL1*, and *CXCL8* mRNA expression. *HMGCR* knockdown in sterol-depleted media also significantly upregulated SREBP2 activation and SREBP2-dependent gene transcription, as expected (Fig. 4, C and D). Interestingly, *HMGCR* knockdown also led to a significant increase in *IL6* expression and a trending increase in *CXCL8* expression. Knockdown of *LDLR* and *HMGCR* inhibit the replenishment of cellular cholesterol via lipoproteins and endogenous synthesis, however, they activate SREBP2. Similarly, cells treated with lipoprotein depleted serum (LPDS) decreased accessible cholesterol levels, increased SREBP2 activation, and significantly upregulated the expression of *CXCL1*, *CXCL8*, *IL6*, and *IL1A* when compared to cells in sterol-rich FBS (Fig. 5, A and B). Although our data indicate that SREBP2 feeds forward into the pro-inflammatory phenotype of ECs, the limitation of both de novo cholesterol synthesis and exogenous uptake produced the same directionality in EC inflammatory phenotype. Both perturbations increase SREBP2 activity via the canonical negative feedback loop of post-translational SREBP2 processing. Therefore, SREBP2 DNA-binding and transcriptional activity may be the prominent regulatory mechanism for enhanced inflammatory chemokine expression in EC.

**Fig. 4:**
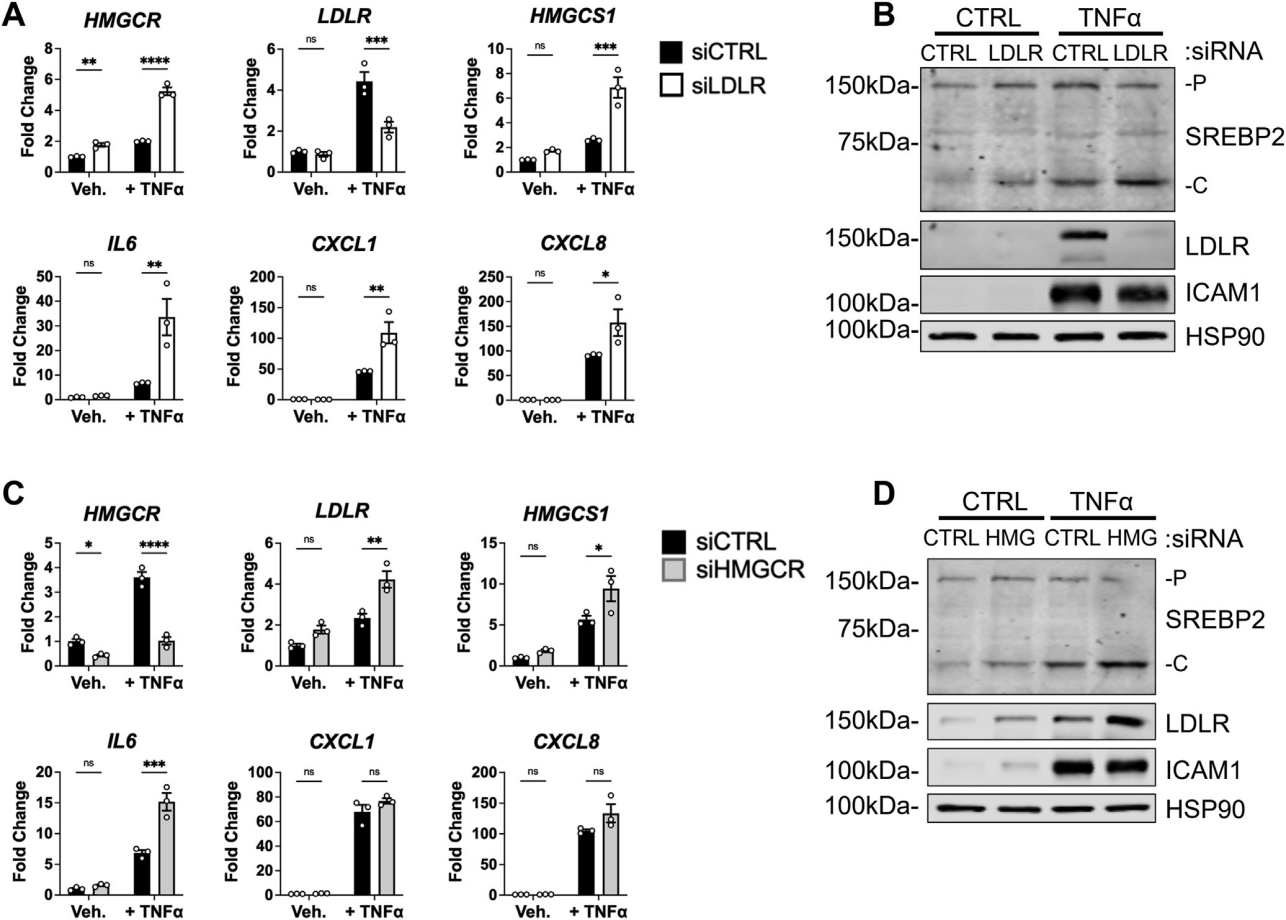
Knockdown of key proteins involved in exogenous cholesterol uptake or endogenous cholesterol synthesis increase chemokine expression in ECs under inflammatory stress. A: qRT-PCR analysis of RNA from HUVEC incubated in fetal bovine serum (FBS) for 24 h and treated with *LDLR* siRNA and with or without TNFα for an additional 16 h (10 ng/ml). Data are normalized to respective *ACTB* and then to untreated cells (n = 3). B: representative immunoblot of SREBP2-P (precursor), SREBP2-C (cleaved), and LDLR protein levels in HUVEC incubated in FBS for 24 h, treated with *LDLR* siRNA, and with or without TNFα for an additional 16 h (10 ng/ml). (n = 3). C: qRT-PCR analysis of RNA from HUVEC incubated in lipoprotein-depleted serum (LPDS) for 24 h and treated with *HMGCR* siRNA and with or without TNFα for an additional 16 h (10 ng/ml). Data are normalized to respective *ACTB* and then to untreated cells (n = 3). D: representative immunoblot of SREBP2-P (precursor), SREBP2-C (cleaved) , and LDLR protein levels in HUVEC incubated in LPDS for 16 h, treated with *HMGCR* siRNA, and with or without TNFα for an additional 16 h (10 ng/ml). (n = 3). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test.

**Fig. 5:**
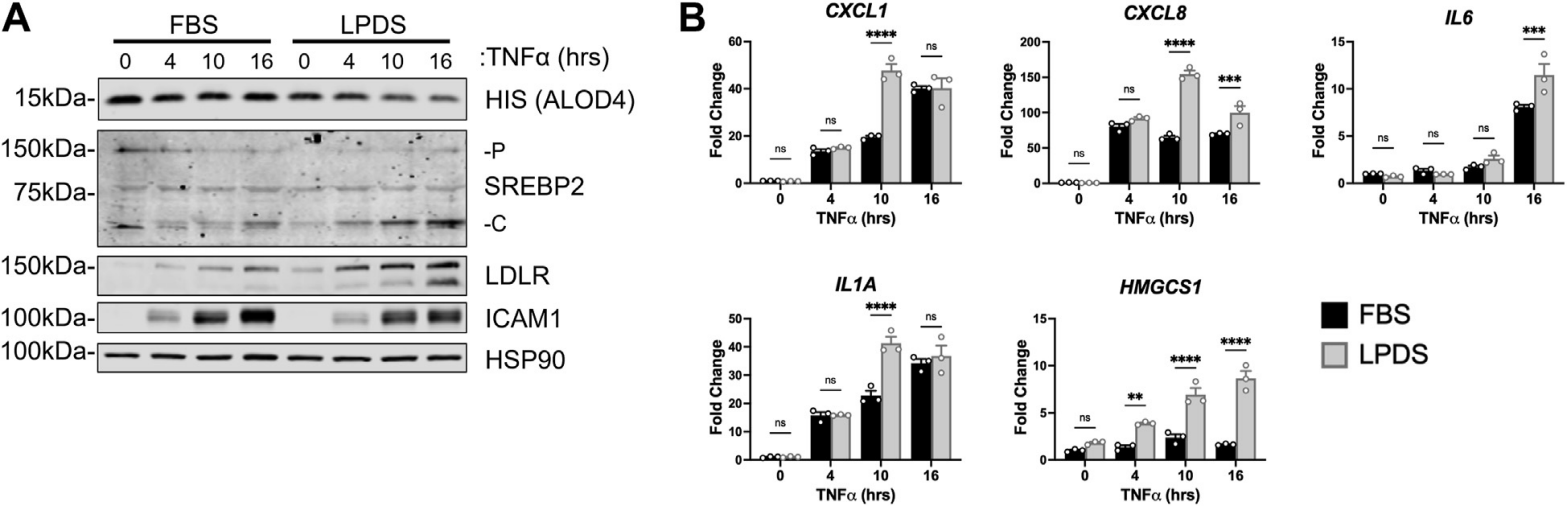
Restriction of exogenous lipoproteins upregulates pro-inflammatory chemokine transcription in cytokine-treated ECs. A: representative immunoblot of ALOD4, SREBP2-P (precursor), SREBP2-C (cleaved), and LDLR protein levels in HUVEC incubated in fetal bovine serum (FBS) or lipoprotein depleted serum (LPDS) for 24 h and treated with TNFα (10 ng/ml) for indicated time. B: qRT-PCR analysis of RNA from HUVEC incubated in FBS or LPDS for 24 h and treated with TNFα (10 ng/ml) for indicated time. Data are normalized to respective *ACTB* and then to untreated cells (n = 3). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by two-way ANOVA with Sidak’s multiple comparisons test.

### SREBP2 chromatin immunoprecipitation sequencing reveals significant binding to *BHLHE40* and *KLF6* gene loci, two non-classical SREBP2 targets

The RNA sequencing data indicated that activation of SREBP2 may contribute to the transcriptional regulation of several pro-inflammatory chemokines in TNFα-treated ECs. SREBP2 is a transcription factor that classically upregulates cholesterol biosynthesis genes, but recent reports have also found that it can transcriptionally activate pro-inflammatory genes, such as *NLRP3*, *NOX2*, *PTGS2*, *IL8*, and several other pro-inflammatory pathways (5, 11, 21, 22). Therefore, we performed SREBP2 chromatin immunoprecipitation sequencing (ChIP-seq) on ECs treated with or without TNFα for 10 h. We fixed cells with formaldehyde and disuccinimidyl glutarate (DSG) to capture DNA bound to SREBP2 or bound to another protein in a complex with SREBP2. As expected, TNFα treatment resulted in a greater number of called peaks (748 peaks) compared to control (40 peaks) (Fig. 6A). Among the top 50 hits, an overwhelming number of genes belonged to classical SREBP2-dependent pathways, such as *LDLR*, *HMGCS1*, and *HMGCR* (supplemental data S1A). Furthermore, SREBP2 binding to all sterol-sensitive gene loci was significantly upregulated by TNFα (Fig. 6B). Analysis of the *LDLR* promoter revealed a characteristic dual binding peak near the promoter region, which has been reported in previous SREBP2 ChIP-seq experiments in the ENCODE Database (supplemental data S1B).

**Fig. 6:**
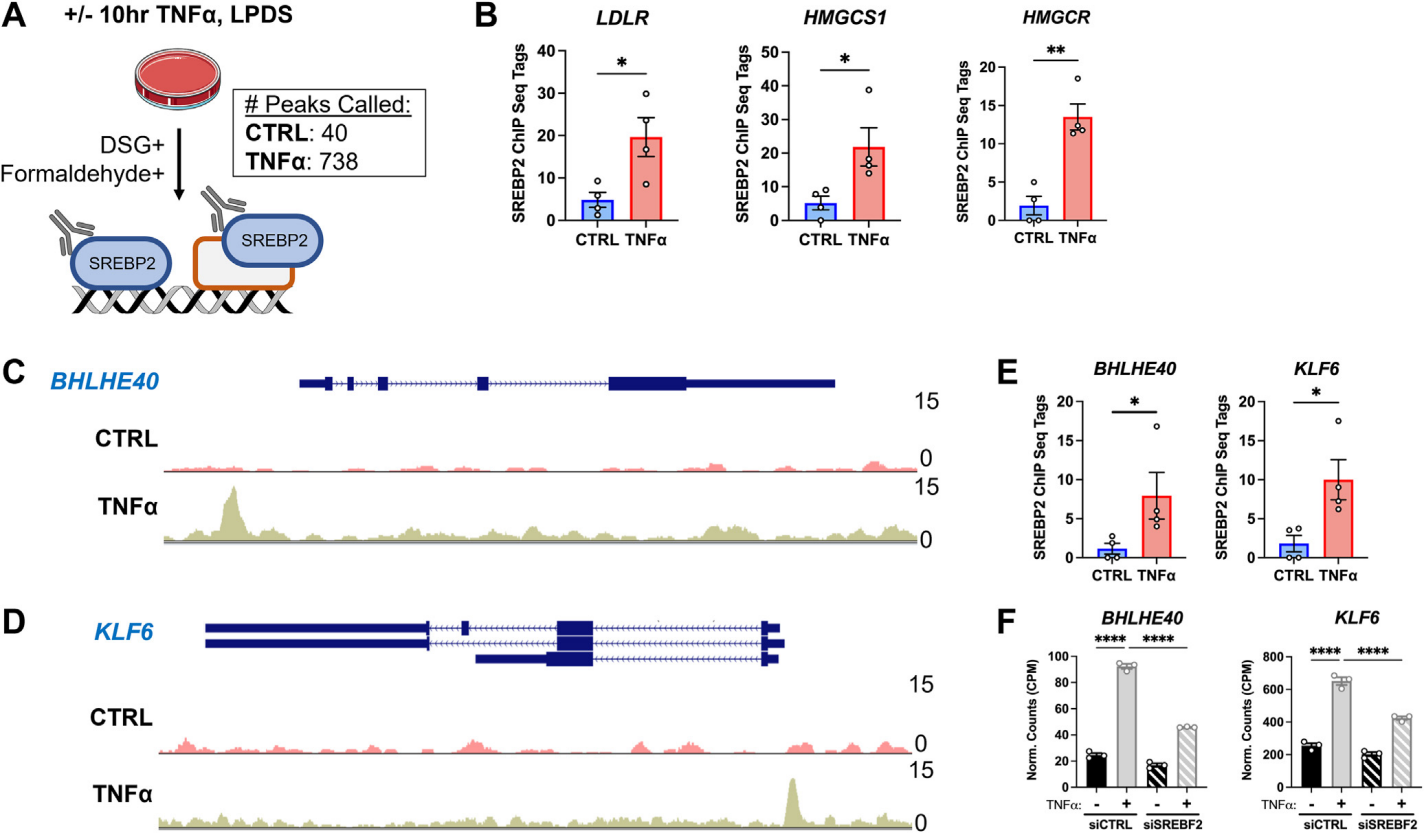
Endogenous SREBP2 ChIP-seq in ECs treated with TNFα. A: schematic of SREBP2 ChIP-seq protocol in HUVEC treated with or without TNFα (10 ng/ml) for 10 h in lipoprotein-depleted serum (LPDS) (n = 4). B: quantification of representative ChIP-seq tags for *LDLR*, *HMGCS1*, and *HMGCR* gene loci from (A). C: SREBP2 binding to *BHLHE40* gene locus. D: SREBP2 binding to *KLF6* gene locus. E: quantification of ChIP-seq tags for *BHLHE40* and *KLF6* gene loci from (A). F: *BHLHE40* and *KLF6* expression from previous RNA-seq experiments (15). Data for ChIP-seq analysis is available in GEO under accession code GSE223094 and RNA-seq analysis is available in GEO under accession code GSE201466. Data for (D) and (E) are scaled from 0 (bottom) to 15 (top). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test (F) or *t* test (B and E).

SREBP2 ChIP-seq dataset was probed for overrepresented motifs using Homer de novo motif analysis. SREBF1 was predicted for the gene set within 3.93% of targets (supplemental data S1C). Furthermore, NFY is a transcription factor reported to facilitate SREBP activity in the nucleus and acts as a coactivator of sterol-sensitive genes (23). NFY motifs were found in 20.46% of peaks. Lastly, several other transcription factor motifs were found from SREBP2 ChIP-seq peaks, such as the pro-inflammatory factors AP1 and REL, which were found in 10.03% and 4.20% of targets, respectively. This suggests that SREBP2 may perform nonclassical transcriptional activation in the context of inflammatory stress.

Two gene targets of interest were identified from the SREBP2 ChIP-seq dataset as possibly playing a role in the EC inflammatory phenotype: *BHLHE40* and *KLF6*. Both genes encode transcription factors that have been previously reported to promote pro-inflammatory phenotypes in T-cells and macrophages (24, 25). *BHLHE40* and *KLF6* gene loci had high signal-to-noise for SREBP2 pull-down and were both within the top 50 peaks called (supplemental data S1A). Detailed analysis of the promoter region of *BHLHE40 and KLF6* revealed prominent SREBP2 binding peaks within their respective promoter regions. (Fig. 6, C and D). Second, both genes contained higher ChIP-seq tags in TNFα-treated cells compared to the control (Fig. 6E). Importantly, these two genes were significantly upregulated by TNFα and inhibited by the loss of *SREBF2* from RNA-seq results in HUVEC (Fig. 6F). This supported the idea that their role in the EC inflammatory response was at least partially through SREBP2 activation.

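The legend of Fig. 6F refers to earlier RNA-seq experiments, and the values given here come from the siCTRL and siSREBF2 libraries of Fig. 1. *BHLHE40*, on chromosome 3 of hg19 from 5020801 to 5027008, rose with TNFα from 24.7 ± 2.58 to 92.3 ± 3.24 CPM in siCTRL (SD, n = 3 in each group), a log2 fold change of 1.90 (standard error 0.10, adjusted p = 6.57e-08 from limma with Benjamini-Hochberg adjustment). In TNFα-treated siSREBF2 it was at 45.9 ± 0.417 CPM (SD, n = 3), a log2 fold change of −1.01 against TNFα-treated siCTRL (standard error 0.10, adjusted p = 6.97e-05 from limma). *KLF6*, on chromosome 10 from 3818188 to 3827473 on the - strand, rose with TNFα from 254.9 ± 26.7 to 651 ± 41.7 CPM (SD, n = 3 in each group), a log2 fold change of 1.36 (standard error 0.09, adjusted p = 5.13e-07 from limma). With siSREBF2 and TNFα it was at 424 ± 18.9 CPM (SD, n = 3), a log2 fold change of −0.62 (standard error 0.09, adjusted p = 0.000655 from limma). Both genes were lower with siSREBF2 in 3 of 3 same-numbered comparisons, by more than the spread between replicates. Without TNFα, siSREBF2 also lowered both, by log2 fold changes of −0.55 for *BHLHE40* and −0.33 for *KLF6* (adjusted p = 0.00395 and 0.0343 from limma). For *KLF6* this adjusted p was 0.08 with only these groups in the fit and up to 0.135 with 1 library left out. The siRNA against *PDHA1* also lowered both genes with TNFα, by log2 fold changes of −0.84 for *KLF6* and −1.08 for *BHLHE40* (adjusted p = 1.92e-05 and 1.22e-05 from limma). Between the siRNAs neither gene differed at an adjusted p under 0.05 (0.136 and 0.717 from limma). The fall of these genes is therefore not particular to siSREBF2. From the rise with TNFα and the fall without *SREBF2*, beside the binding peaks at both promoters, the paper proposes that the role of these genes in the inflammatory response of ECs was at least partly through SREBP2 activation.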

### Expression of constitutively active N-terminal SREBP2 is sufficient to significantly upregulate the expression of *BHLHE40* and *KLF6*

Because little is known about the role of BHLHE40 and KLF6 in EC biology and these targets have not been extensively studied as sterol-sensitive factors, we expressed a constitutively active form of SREBP2 into HUVEC to independently verify the ChIP-seq data. The first 470 amino acids of *SREBF2* were cloned into the lentiviral pSMPP expression factor with a DYKDDDDK (FLAG) tag attached to the 5′ end of the gene (FLAG-N-SREBP2). When expressed into HUVEC, this construct produced a FLAG-tagged DNA binding domain of SREBP2 that cannot be inhibited by cholesterol (Fig. 7A). As a positive control, FLAG-N-SREBP2 (FLAG-N-SRE2) increased LDLR protein levels, as well as transcription of *HMGCS1* and *LDLR* (Fig. 7, A and B) whereas the empty vector did not. FLAG-N-SRE2 also inhibited TNFα-induced endogenous SREBP2 activation due to upregulation of cholesterol biosynthesis and uptake. Furthermore, FLAG-N-SRE2 significantly amplified transcription of *BHLHE40* and *KLF6* greater than or equal to levels after TNFα treatment (Fig. 7C). These results indicated that *BHLHE40* and *KLF6* expression should be sensitive to sterol depletion and saturation. Indeed, *BHLHE40* and *KLF6* transcripts were significantly inhibited in HUVEC after supplementation with high levels of low-density lipoprotein (LDL), which were sufficient to decrease classical SREBP2 target genes, such as *HMGCS1* (Fig. 7D). Therefore, *BHLHE40* and *KLF6* may be novel genes regulated by SREBP2 and may play a role in EC inflammatory gene expression.

**Fig. 7:**
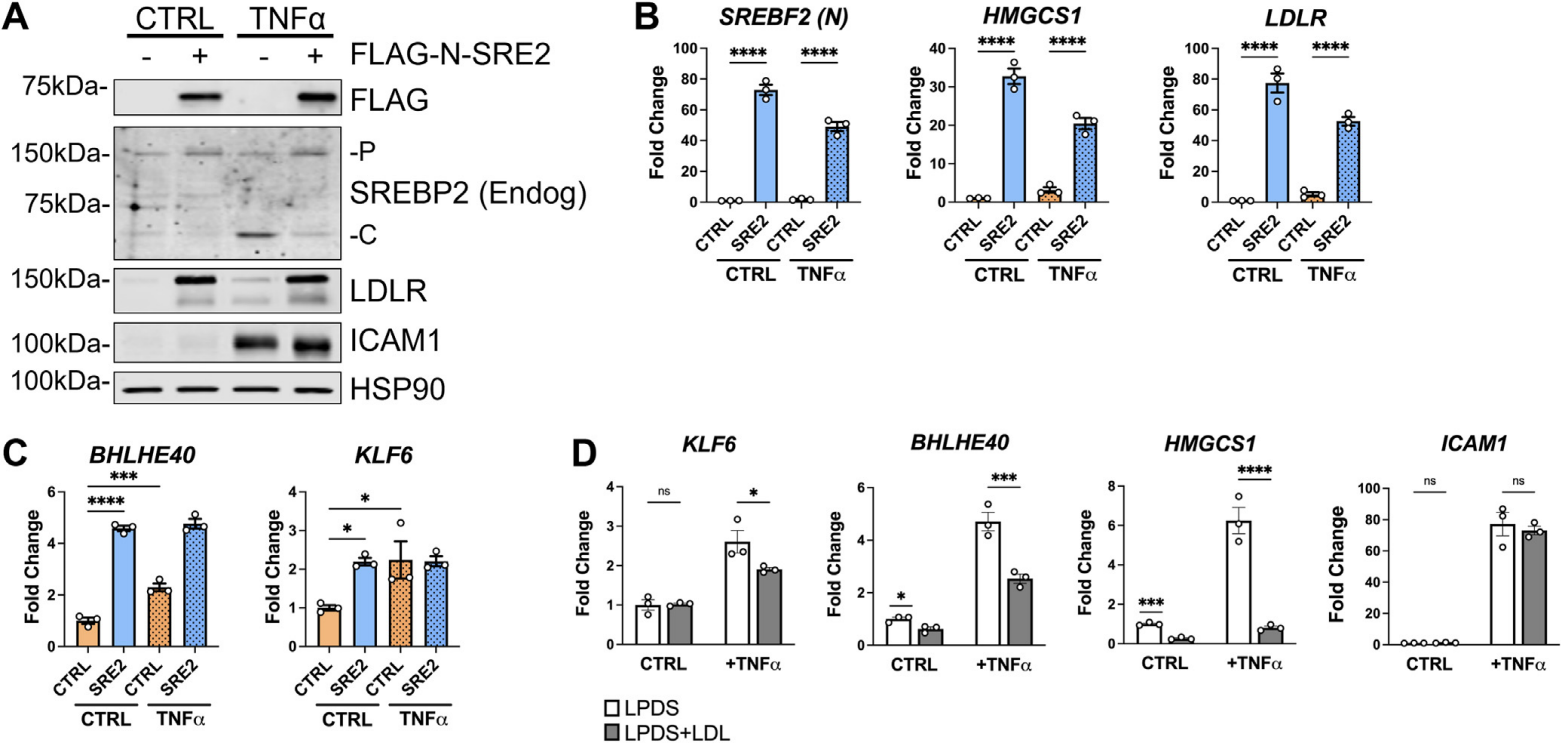
Lentiviral expression of constitutively active N-terminal SREBP2 is sufficient to upregulate *BHLHE40* and *KLF6* levels. A: representative immunoblot of FLAG (N-SREBP2), endogenous SREBP2 (endog), and LDLR protein levels in HUVEC expressing lentiviral-driven FLAG-N-SREBP2 (FLAG-N-SRE2) and treated with or without TNFα (10 ng/ml). Negative controls were treated with empty vector lentivirus. B: qRT-PCR analysis of classical SREBP2-dependent gene expression in HUVEC expressing lentiviral-driven FLAG-N-SREBP2 (S2) and treated with or without TNFα (10 ng/ml). Data are normalized to respective *ACTB* and then to untreated cells (n = 3). C: qRT-PCR analysis of *BHLHE40* and *KLF6* expression in HUVEC expressing lentiviral-driven FLAG-N-SREBP2 (S2) and treated with or without TNFα (10 ng/ml). Data are normalized to respective *ACTB* and then to untreated cells (n = 3). D: qRT-PCR analysis of *KLF6*, BHLHE40, *HMGCS1*, and *ICAM1* expression in HUVEC treated with or without TNFα (10 ng/ml) after overnight incubation in lipoprotein-depleted serum (LPDS) or LPDS+LDL (50 μg/ml). (n = 3). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test (B) and (C) or two-way ANOVA with Sidak’s multiple comparisons test (D).

### *KLF6* knockdown significantly attenuates the expression of pro-inflammatory chemokines similar to *SREBF2* knockdown

Several pieces of data led to the prioritization of KLF6 as a top candidate that could bridge the mechanism of SREBP2 activation and inflammatory chemokine expression. First, early work in epithelial cells and macrophages clearly indicated that KLF6 transactivates NF-κB to specifically regulate the expression of a select subset of pro-inflammatory genes, mainly chemokines (26). Second, RNA sequencing data from our laboratory revealed that *KLF6* was significantly upregulated at 4 and 10 h TNFα treatment (GSE201466). Furthermore, RNA sequencing data indicated that *KLF6* was the highest expressed member of the KLF family in HUVEC at baseline. Therefore, we performed RNA sequencing analysis on HUVEC treated with TNFα for 16 h and siRNA targeting *KLF6*. In ECs treated with TNFα, *KLF6* knockdown significantly inhibited 378 genes and activated 608 genes (*P* < 0.05, −1.5 > F.C > 1.5) (Fig. 8A). Canonical Pathway analysis on genes significantly downregulated with the loss of KLF6 revealed significant inhibition of “Granulocyte Adhesion and Diapedesis” as well as “Atherosclerosis Signaling” pathways (Fig. 8B). Indeed, these pathways contained genes that were shared by sequencing data of *SREBF2* knockdown, such as *CXCL1*, *CXCL8*, *IL6*, and prostaglandin G/H synthase 2 (*PTGS2*) (Fig. 8C). 

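Of the genes named for both knockdowns, *PTGS2*, on chromosome 1 of hg19 from 186640923 to 186649559, was measured here in the *SREBF2* knockdown. The *KLF6* knockdown samples were not analysed here. TNFα raised *PTGS2* in siCTRL from 41.2 ± 3.24 to 1481 ± 72.7 CPM (SD, n = 3 in each group). In TNFα-treated siSREBF2 it was at 360 ± 117.1 CPM (SD, n = 3), a log2 fold change of −2.09 (standard error 0.17, adjusted p = 2.6e-05 from limma with Benjamini-Hochberg adjustment). The fall was larger with TNFα than without it, by −1.52 on the log2 scale (standard error 0.23, adjusted p = 0.00302 for the interaction in limma).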

Comparison of the data from the two RNA sequencing experiments of targets that were significantly upregulated by TNFα, significantly downregulated by si*SREBF2*, and significantly downregulated by *siKLF6*, reveal a distinct set of 13 genes that included several chemokine family members (Fig. 8D).

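In siCTRL, TNFα raised 1479 genes and lowered 3710 at the paper's threshold among the 13951 genes tested. Rescaling by median-of-ratios size factors moved the median log2 fold change of all genes by 0.13 in this comparison and gave 1972 higher and 2981 lower genes, 39.8% higher in place of 28.5%. Of the 607 genes lowered by siSREBF2 with TNFα, 265 were among the genes raised by TNFα, which is 43.7% of the lowered genes, while 10.6% of all genes tested were raised. These comparisons share the TNFα-treated siCTRL libraries, which by itself places lowered genes among the raised ones. In 20 simulations of an siSREBF2 group without an effect, over 14208 genes and with the same sharing, 17.6 genes were lowered on average, and 4.6 of these on average and 8 at most were among the raised genes. This was 25.7% of the lowered genes on average and up to 50%, a range widened by the small number of genes lowered in each simulation. The counts and the shares therefore rest on different numbers of lowered genes than the 607 observed. With adjusted p-values the overlap was 45.6% of the 533 lowered genes. The overlap moved by the most genes without the filter on low values, to 377, and it was 360 with median-of-ratios size factors and 185 with a filter at a mean of 5 CPM. All 13 genes that Fig. 8D lists were in the overlap at the paper's threshold and 12 of them with adjusted p-values, the exception being *CXCL1*. The paper chose these genes in part by their fall with siSREBF2 in these samples, so this count is not independent evidence. Of the genes of Fig. 8D not named at the other comparisons, *F3*, *IER3*, *MLLT11*, *NIPA1* and *TUBA1A* had log2 fold changes with siSREBF2 from −1.15 for *F3* to −0.59 for *TUBA1A*. *NID2* and *RASGRP3* had log2 fold changes of −1.29 and −0.71, with adjusted p-values of 0.0296 and 0.0174 from limma with Benjamini-Hochberg adjustment that rose to 0.115 and 0.0596 in fits without 1 library. *IER3* is listed at 6 locations, so the sharing of its reads enters its CPM.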

**Fig. 8:**
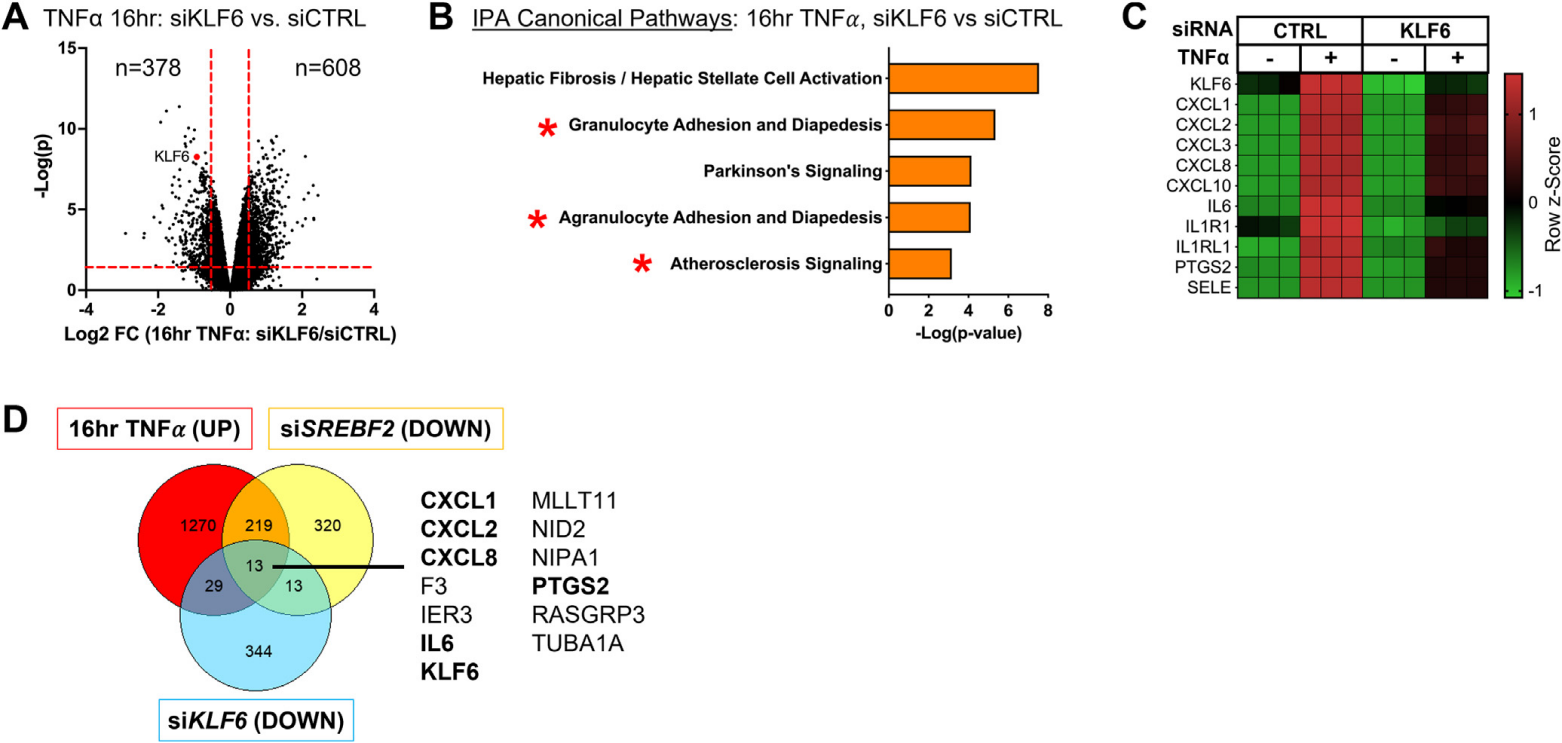
RNAseq analysis of KLF6 knockdown in ECs reveals a significant inhibition chemokine gene expression that shares overlap with *SREBF2* knockdown. A: volcano plot of RNA-seq analysis of differentially expressed genes of HUVEC treated with TNFα (10 ng/ml) for 16 h and with or without siRNA targeting *CTRL* or *KLF6*. Red lines indicate cutoffs used for pathway analysis (−1.5<F.C.<1.5; *P* < 0.05). B: ingenuity pathway analysis for pathways significantly decreased with KLF6 knockdown using genes from (A). C: heatmap of representative genes from (A) showing three independent donors. D: Venn diagram of gene overlap between 3 sets of RNA seq experiments, genes significantly increased by TNFα treatment, decreased by *SREBF2* knockdown, and decreased by *KLF6* knockdown. Data represent the analysis of three independent donor lines. Data are available in GEO under accession code GSE207919. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗*P* < 0.0001 by one-way ANOVA with Tukey’s multiple comparison test.

## Discussion

Our previous study identified SREBP2 as an active pathway in the late phase of EC acute inflammatory response and here we report that SREBP2 contributes to the overall EC inflammatory response. We found that loss of SREBP2 produced a specific transcriptomic response in ECs treated with TNFα, including decreased chemokine expression and upregulation of the type I interferon response. Our evidence suggested that SREBP2’s effect on chemokine expression was not regulated by cholesterol flux, but, rather, through direct gene transcription. We performed the first endogenous SREBP2 ChIP-seq in ECs and found *BHLHE40* and *KLF6* as two novel targets of SREBP2 binding. Of these two targets, we found that KLF6 influences the expression of the same chemokine gene sets as identified in SREBF2 knockdown RNA sequencing. These results solidify the SREBP2 pathway to be actively involved in cellular inflammatory responses.

Interestingly, we found that the flux of cholesterol did not contribute to the regulation of chemokine expression by SREBP2. Numerous studies have reported that aberrant activation of cholesterol biosynthesis or uptake may lead to upregulation of inflammatory signaling, activation of the inflammasome, or positive feedback towards trained immunity (7, 8, 9). However, in our hands, limiting cholesterol flux by restricting exogenous lipoproteins or knockdown of key proteins involved in cholesterol biosynthesis and uptake significantly increased the expression of chemokines. Indeed, the effect of inflammatory stress on total cholesterol overload may not be appreciable in the shorter time frame of this study and may need to be explored in the context of days, not hours. EC cholesterol homeostasis in atherosclerosis presents an interesting mechanistic quandary because ECs in this disease pathology are both chronically inflamed, yet directly exposed to elevated levels of cholesterol in the bloodstream. Therefore, progressive cholesterol overload may play a larger role in EC phenotype.

This study reports endogenous SREBP2 ChIP-seq in ECs and found that ECs treated with TNFα caused SREBP2 to bind to a greater coverage of gene loci than untreated cells. Other studies have utilized SREBP2 ChIP to show that it was bound to the promoter of pro-inflammatory genes. First, it was found that SREBP2 could bind to the promoter of *NLRP3* and *NOX2*, which was responsible for shear stress-induced activation of the inflammasome in ECs (11). More recently, Kusnadi *et al.* (5) showed SREBP2 bound to the promoters of several pro-inflammatory genes, such as *IL1B* and *CXCL10*, in macrophages treated with TNFα. However, we did not observe direct SREBP2 binding to any of these pro-inflammatory gene loci. Notably, these studies were done in cells overexpressing constitutively active N-SREBP2, not via endogenous levels of SREBP2. Although overexpression allows for more effective SREBP2 pull-down, it also comes at the cost of SREBP2 expression in the nucleus far beyond the physiological levels, which has the potential to produce spurious SREBP2 binding events and false positives. Here, we report the first endogenous SREBP2 ChIP-seq performed in human cells under inflammatory stress. Although the coverage was notably smaller than in previous publications, many of the top genes identified belonged to the cholesterol biosynthetic pathway, serving as a robust positive control and strengthening the confidence in the results.

TNFα treatment caused SREBP2 to significantly bind to the promoters of two pro-inflammatory transcription factors, *BHLHE40* and *KLF6*. Furthermore, this finding was supported by our previous RNA-seq data that indicated a loss of SREBP2 significantly decreased the expression of these two genes. Lastly, expression of constitutively active N-SREBP2 was sufficient to upregulate *BHLHE40* and *KLF6*, confirming that these two genes could be directly transcriptionally activated by SREBP2. Although little is known about these two transcription factors in ECs, previous reports have characterized their pro-inflammatory roles in leukocytes. Firstly, BHLHE40 was shown to direct T cells towards a more pro-inflammatory phenotype and away from immune tolerance by directly regulating inflammatory genes, such as granulocyte-macrophage colony-stimulating factor 2 (*CSF2*), *PTGS2*, interleukin-1 alpha (*IL1A*), and interleukin-17A (*IL17A*) (27). Interestingly, BHLHE40 has been reported as a transcription factor required for hepatic SREBP1c upregulation in response to insulin, indicating that there may be a feedback loop between lipid homeostasis, SREBP, and BHLHE40 (28). Expression of KLF6 was shown to promote macrophage polarization and co-activate specific NF-κB genes *CXCL2*, *CXCL8*, *IL1A*, and interleukin-1 beta (*IL1B*) (26, 29). Several of these same genes were also significantly downregulated by *SREBF2* knockdown in our data and, indeed, *KLF6* knockdown significantly inhibited the expression of these chemokines in ECs. 

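In the *SREBF2* knockdown libraries with TNFα, *CXCL2*, on chromosome 4 of hg19 from 74962752 to 74965010, fell from 918 ± 327 to 193 ± 36.6 CPM (SD, n = 3 in each group), a log2 fold change of −2.21 (standard error 0.50, adjusted p = 0.00574 from limma with Benjamini-Hochberg adjustment). *IL1A*, on chromosome 2 from 113531492 to 113542167, fell from 29.2 ± 13.6 to 10.3 ± 2.67 CPM (SD, n = 3 in each group), a log2 fold change of −1.40 (standard error 0.53). Its adjusted p of 0.0599 from limma did not pass 0.05, but it was 0.000681 with the replicate block, up to 0.0841 under the other settings, and from 0.0212, without replicate 3 of TNFα-treated siCTRL, to 0.197 with 1 library left out. *IL1A* also passed with 1 CPM added and with only the groups compared or all 18 libraries in the fit. *IL1B*, on the same chromosome from 113587328 to 113594480, was at 5.55 ± 3.67 CPM in siCTRL and 0.272 ± 0.114 CPM in siSREBF2 (SD, n = 3 in each group). Its log2 fold change of −3.62 (standard error 0.56, adjusted p = 0.00074 from limma) depends on the value added before taking logs at this low level and was −2.14 with 1 CPM added.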

Endothelial KLF6 warrants an even deeper investigation and may be an important part of the mechanism that links cholesterol homeostasis to the inflammatory response.

This study builds on a growing body of work indicating a pro-inflammatory role of SREBP2 in inflammation and immunity. Here, we focused on the endothelium and find that SREBP2 upregulates novel transcription factors involved in the inflammatory process providing strong justification for further exploration of the role of EC SREBP2 in diseases of chronic inflammation, such as atherosclerosis, a pathology that bridges imbalances in cholesterol and inflammation.

## Data availability

The RNA-seq data sets were deposited in Gene Expression Omnibus (GEO, NCBI) public repository, GEO accession numbers GSE207787 (siSREBP2) and GSE207919 (siKLF6). ChIP-seq data sets were also deposited under GEO accession number GSE223094.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare no competing interests.

## Figures and Tables

**Supplemental Data S1:**
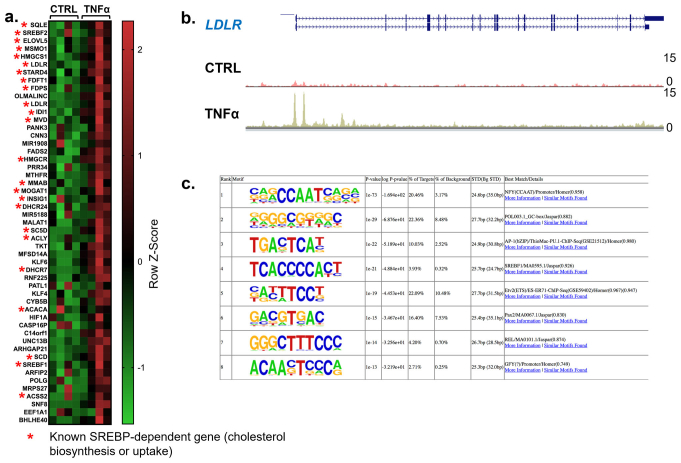
Expanded data and motif analysis of SREBP2 ChIP-seq. A: Heatmap of 50 top genes from Fig. 4A. Red asterisk indicates classical SREBP2 genes previously reported in literature. B: SREBP2 binding to LDLR gene locus from Fig. 4A. Data are scaled from 0 (bottom) to 15 (top). C: The top eight enriched motifs that occur in enhancers from previous SREBP2 ChIP-seq in HUVEC treated with TNFa (10 ng/mL). The transcription factor (TF) family, de novo motif matrix, percentage motif occurrence at enhancer loci versus random loci, and enrichment –log(p) values are indicated. Enrichment was calculated from 200 bp sequence, centered on chromatin accessibility.

How the deposited data were processed for this re-analysis (not part of the article)

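RNA-seq of HUVEC was analysed from the authors' table of CPM, which holds 18 libraries in 6 groups of 3, from siCTRL, siSREBF2 and siPDHA1 cells without and with TNFα. The authors aligned the reads to hg19 with STAR, quantified them with Partek E/M to an annotation that the methods call hg19 RefSeq, and normalized them to CPM in Partek Flow. The table holds 26783 lines for 24322 gene symbols, of which 1264 have a location on a patch or alternative contig of hg19. A symbol with several locations is given 1 line for each with the same value, and 1 line was used. The CPM of the listed genes sum to less than the full total in each library, so the normalization counted reads beyond the listed genes. The lowest value, 0.0001 CPM, stands for 0. Library depth, recovered from the CPM of 1 read, was between 47.0 and 68.4 M counted reads over the 18 libraries (median 61.2), with medians of 58.3 M in siPDHA1 and 57.8 M in siPDHA1 with TNFα. Only 78.8% to 81.4% of the values up to 20 reads were whole numbers of reads, since reads shared between genes are split, so tests that need counts were not run.

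Values were compared as log2 of CPM with 0.1 added, with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, and tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with at least 1 CPM in at least 3 of the libraries in the fit were tested. The comparisons were siSREBF2 against siCTRL with TNFα, the same without TNFα, TNFα against no TNFα in siCTRL, and the interaction of siSREBF2 with TNFα, all from the 12 siCTRL and siSREBF2 libraries, and siPDHA1 against siCTRL with and without TNFα and siSREBF2 against siPDHA1 with TNFα, from all 18 libraries. Genes were called at an unadjusted p-value under 0.05 with a fold change beyond 1.5, the paper's threshold, and at a Benjamini-Hochberg adjusted p-value under 0.05 with the same fold change. The paper names Partek GSA for its differential analysis, which was not used here. Gene lists were tested with camera in limma with a preset inter-gene correlation of 0.01, two-sided, and adjusted over the 10 lists, which were cholesterol biosynthesis, the chemokine genes of Fig. 1D, type I interferon, the genes of Fig. 3A, MHC class I, NF-κB targets, ATF4 targets, LXR targets, the cell cycle, and the TCA cycle with oxidative phosphorylation. The list of Fig. 3A shares 8 genes with the type I interferon list and 5 with the MHC class I list. With 3 samples against 3, an exact permutation test cannot give a two-sided p under 0.1, which is reached when the groups do not overlap. This was so for 45 of 52 genes in siSREBF2 against siCTRL with TNFα. The 52 were genes of the paper's figures and text, with *PDHA1* added. Most of them were chosen by the paper on the same samples, so the count is not a test.

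The comparisons, the thresholds, the gene lists, the alternatives and the rule for naming genes were chosen before the data were examined. Under that rule, genes named are among those the paper names for these samples, the siRNA targets, and the 5 largest rises and the 5 largest falls. The rises and falls are those of siSREBF2 and siPDHA1 against siCTRL with TNFα and of the interaction. They were taken among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM in the higher group and the same direction in 3 of 3 same-numbered comparisons. *PMVK*, *NFKBIZ*, *ABCA1*, *KLF3* and *KLF12* were named outside this rule. The alternatives were 1 or 0.01 CPM added in place of 0.1, no filter on low values, a mean of at least 5 CPM, median-of-ratios size factors, every line of the table with repeated symbols included, the replicate number as a block, fold changes as ratios of mean CPM, only the groups compared or all 18 libraries in the fit, and each library left out in turn. For the lists, an estimated inter-gene correlation, fry, the block and 1 CPM added were tried. The paper states 3 independent donors, and the numbers of the libraries pair them across groups. With group means removed, libraries with the same number correlated across 10731 genes with r from 0.20 to 0.84 (median 0.67, 45 pairs), and libraries with different numbers with r from −0.68 to 0.23 (median −0.35, 90 pairs), where genes are not independent replicates. No block was used in the reported values because the paper does not name one, so their p-values leave this pairing out.

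The procedure was tested on simulated data with 200 changed genes and a log2 SD of 0.13 between replicates, the median over genes. For siSREBF2 against siCTRL with TNFα it recovered 88% of genes changed 1.5-fold, 99% of genes changed 2-fold and 98.5% of genes changed 4-fold at an adjusted p-value under 0.05, and for the interaction 43%, 92% and 98.5%. These rates do not hold for genes with a larger spread, such as *CXCL1*, *SELE* and *ICAM1*, for which fewer changes of the same size would be found. The paper's qPCR, ELISA, flow cytometry, lentiviral, *KLF6* knockdown and ChIP-seq experiments were not analysed here.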

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

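The tests of an interferon response present before TNFα, of lower SREBP2 activity with siPDHA1, and of *KLF6* and *BHLHE40* under another siRNA were chosen only after the results were seen.

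The effect of siSREBF2 differed with and without TNFα. By the interaction in limma with Benjamini-Hochberg adjusted p-values, 690 genes had a higher and 324 a lower effect with TNFα than without. The largest differences by the naming rule were in *KIAA1199*, *IFI30*, *LYVE1*, *CXCL10* and *CMPK2*, from 4.25 for *KIAA1199* to 3.59 for *CMPK2*, and in *IL1B*, *FAT3*, *CSF3*, *IL6* and *TNFRSF11B*, from −3.61 for *IL1B* to −3.05 for *TNFRSF11B*. Without TNFα, *IL1B* and *IFI30* had means of at most 0.0313 CPM in both groups, so the 0.1 CPM added fixes their effect there near 0, and their differences repeat the effects with TNFα. They ran from −4.06 to −2.14 for *IL1B* and from 3.24 to 4.59 for *IFI30* over the settings. *LYVE1* was low with TNFα, at 0.136 CPM in siCTRL and 0.532 CPM in siSREBF2, and its difference ran from 2.69 to 4.88. *CMPK2* passed 0.05 narrowly, with an adjusted p of 0.0481 from limma that lay between 0.00349 and 0.0629 under the other settings. *IFI30* did not pass with 0.01 CPM added, at 0.0558. *CMPK2* lost the call in most fits without 1 library, with an adjusted p up to 0.105, and *CXCL10* in some of them, up to 0.0647 (limma). Without replicate 2 of TNFα-treated siCTRL, 456 genes had a higher effect. Other divisions of the 12 libraries within each TNFα level gave a median of 0 genes, and 4 of 100 drawn, the real one included, gave as many as the 1014 in both directions. Of the 18 that part all same-numbered pairs, 1 other gave as many, 3205 genes. That division exchanges siCTRL and siSREBF2 at 1 TNFα level, so it holds the sum of the effects of the siRNA and not their difference. Another of the 18 gave 960 genes, so the real count exceeds it only narrowly.

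The type I interferon list shows this difference, with a median of 1.78. Several technical explanations are argued against by the tables. A few genes taking most of the counts would leave no rise with TNFα after median-of-ratios scaling, and the median was then 1.62. An interferon response to the siRNA itself, present before TNFα, would raise the list without TNFα, and its median there was 0.0274, or −0.0006 after scaling. A single library deciding the difference would leave a same-numbered comparison without a rise, and the lowest of the 3 medians was 1.11. A response to any targeting siRNA in the presence of TNFα stays open: in siSREBF2 against siPDHA1 with TNFα the list did not rise but had a median of −0.99, as siPDHA1 raised it further. A biological effect of SREBP2 loss on the interferon response to TNFα, as the paper proposes it, also stays open. Of the 10 divisions of the 6 TNFα-treated siCTRL and siSREBF2 libraries, 1, the real one, moved the list as far. That is the lowest share 3 libraries against 3 allow, so chance cannot be told apart from the siRNA by this count alone. Another division, which exchanged replicate 2 of siSREBF2 with replicate 3 of siCTRL, moved the interferon list nearly as far, by 1.63 beside 1.70. The same count of 1 of 10 held for the chemokine, MHC class I and cholesterol lists in this comparison.

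The siPDHA1 libraries, on which the paper does not report, held a strong signal against siCTRL. *PDHA1* fell by 3.87 on the log2 scale with TNFα (adjusted p = 9.76e-11 from limma with Benjamini-Hochberg adjustment, lower in 3 of 3 comparisons). With TNFα, 1445 genes were higher and 988 lower at an adjusted p-value under 0.05 and a fold change beyond 1.5, and without TNFα 771 were higher and 692 lower. The largest rises by the naming rule were in *CCL8*, *RSAD2*, *MX2*, *POSTN* and *IL33*, and the largest falls in *CSF3*, *TGFB2*, *ZNF365*, *PDHA1* and *TNFRSF11B*. For each of these comparisons, and for siSREBF2 against siPDHA1 with TNFα (764 higher and 567 lower, or 512 and 773 after median-of-ratios scaling, which moved the median of all genes by −0.10), 1 of the 10 divisions of the 6 libraries, the real one, gave as many genes. The others that part all 3 pairs, of 4 in all, gave 0 genes with adjusted p-values. At the paper's threshold the other divisions gave up to 724 genes for siPDHA1 with TNFα, 492 without TNFα and 413 for siSREBF2 against siPDHA1.

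With TNFα, siPDHA1 moved several of the lists and genes that siSREBF2 moved, in the same direction. The type I interferon list had a median log2 fold change of 2.54 (adjusted p = 1.49e-19 over the 10 lists with limma's camera, 3.17e-05 with fry) and the chemokine list one of −2.06 (0.00102 with limma's camera, 0.000825 with fry). *KLF6* changed by −0.84, *BHLHE40* by −1.08 and *IL6* by −3.12, each lower in 3 of 3 same-numbered comparisons with adjusted p-values of 1.92e-05, 1.22e-05 and 4.03e-06 from limma. Unlike with siSREBF2, the interferon list also rose without TNFα, by a median of 0.84 (adjusted p = 0.00192 with limma's camera, 0.0954 with fry). Of 10 divisions of the 6 TNFα-treated siCTRL and siPDHA1 libraries, 1 moved the interferon list as far, and 1 of 10 each moved the chemokine, MHC class I and cholesterol lists as far. In the fit of all 18 libraries, 331 genes were lower and 779 higher with both siRNAs with TNFα, 61.9% and 56.3% of those called for siSREBF2, and 22 moved in opposite directions. Others differed between the siRNAs: the ATF4 and LXR lists had adjusted p-values under 0.05 with siPDHA1 only (limma's camera), *HMGCS1* was lower with siSREBF2 (−0.56) and higher with siPDHA1 (0.40), and *RASGRP3* was at 43.9 CPM with siSREBF2 and 105.8 CPM with siPDHA1 around 71.9 CPM in siCTRL (means, n = 3).

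The tables argue against some explanations of this likeness. Comparisons that share the siCTRL libraries correlate by construction: across genes, r was 0.70 where 20 simulations of unchanged groups gave 0.51 on average and 0.52 at most, with 0 shared calls at adjusted p-values. Fold changes taken from different replicate numbers, which share no library, still had a median r of 0.63 across genes (6 pairs, from 0.58 to 0.66, genes not being independent replicates), so the shared libraries are not the whole source. A few genes taking most of the counts would leave no rise after median-of-ratios scaling, and the interferon median with siPDHA1 was then 2.57. A weaker response to TNFα as a whole would lower the NF-κB list as well as the chemokine list, and with siSREBF2 its median was 0.30. Lower SREBP2 activity with siPDHA1 as the whole source of its interferon rise would lower the cholesterol list with siPDHA1 at least as far as with siSREBF2. That list fell with siPDHA1 and TNFα by a median of −0.32, and it was lower with siSREBF2 than with siPDHA1 by a median of −0.21, below 0 in 3 of 3 same-numbered comparisons (adjusted p = 2.33e-07 with limma's camera, 0.000354 with fry). The interferon list was nonetheless higher with siPDHA1 than with siSREBF2, with same-numbered medians for siSREBF2 against siPDHA1 of −1.01, −1.06 and −0.87 (adjusted p = 6.14e-12 with limma's camera, 9.58e-16 with the replicate block, 0.0685 with fry). A contribution of lower SREBP2 activity is not excluded by this.

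Other explanations stay open. A response to any targeting siRNA is a candidate explanation for the chemokine list, since siSREBF2 against siPDHA1 with TNFα showed a median of −0.29 (adjusted p = 0.163 with limma's camera). That median stands over genes from −1.32 to 1.53, with 3 of the 9 higher and 1 lower at an adjusted p-value under 0.05 (limma). *IL12A* changed by −1.61 with siSREBF2 and by −0.28 with siPDHA1 (adjusted p = 0.00104 and 0.469 from limma against siCTRL). *IL6* was lower with siSREBF2 than with siPDHA1 with the replicate block (0.0225). This explanation is also a candidate for *KLF6* and *BHLHE40*, whose smaller adjusted p between the siRNAs was 0.136 from limma, and 0.0808 for *KLF6* with the block. A missing difference does not show that the effects are equal. A departure of the TNFα-treated siCTRL libraries cannot be told apart from an effect of both siRNAs, because the design holds 1 control siRNA. Of comparisons that do not share siCTRL libraries, siSREBF2 without TNFα and siPDHA1 with TNFα correlated across genes with r = 0.13. For siPDHA1 without TNFα and siSREBF2 with TNFα r was 0.33, but effects that arise with TNFα would give a low value too. Without TNFα, where the siCTRL libraries are others, the chemokine list had a median of −1.21 with siSREBF2 (adjusted p = 0.00611 with limma's camera, 0.202 with fry). With siPDHA1 it was −0.58 (0.234 with limma's camera, 0.382 with fry), so these values do not decide it. For the chemokine list, lower SREBP2 activity with siPDHA1 cannot be told apart either, since the difference of −0.29 between the siRNAs does not decide it. *SREBF2* itself changed by −0.24 with siPDHA1 and TNFα (adjusted p = 0.0185 from limma, 0.0509 with median-of-ratios size factors). A biological link between *PDHA1*, a subunit of pyruvate dehydrogenase, and the response to TNFα may account for the likeness and was not tested.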

How the results depend on the processing

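The number of called genes kept its direction and stayed within 1.5 times the reported count in 246 of the values under the alternatives and moved further in 28, which follow. In siSREBF2 against siCTRL with TNFα, the filter at a mean of 5 CPM, which tests fewer genes, gave 396 lower and 919 higher genes at the paper's threshold and 890 higher with adjusted p-values, and no filter gave 2254 higher. With the same filter, TNFα in siCTRL lowered 2359 genes (2342 with adjusted p-values), and siSREBF2 without TNFα lowered 283 (226 with adjusted p-values), the interaction raised 684, siPDHA1 with TNFα raised 992, siPDHA1 without TNFα lowered 497 and raised 561 (508 with adjusted p-values), and siSREBF2 against siPDHA1 gave 421 lower and 520 higher (368 and 482 with adjusted p-values). Without a filter, which tests more genes at low reads, siSREBF2 without TNFα lowered 924 and raised 784, the interaction lowered 701 and raised 1823, siPDHA1 without TNFα lowered 1193 and raised 1368, and siSREBF2 against siPDHA1 gave 1526 higher. With the replicate block and adjusted p-values, siSREBF2 without TNFα lowered 552 and raised 573 genes, and the interaction lowered 521 and raised 1155. The block removes the difference between donors, and at the genes named it brought *CXCL1*, *CXCL6*, *CXCR4*, *IL1A* and *ICAM1* under an adjusted p-value of 0.05 in siSREBF2 against siCTRL with TNFα, and *IL6* in siSREBF2 against siPDHA1 with TNFα, and changed no call at the other genes and comparisons in which it was run.

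With an inter-gene correlation estimated from the data, no list kept an adjusted p-value under 0.05. This concerns the siSREBF2 medians of −0.58 (cholesterol), −1.57 (chemokine), 1.70 (type I interferon), 1.18 (Fig. 3A) and 0.94 (MHC class I), and the siPDHA1 medians of −0.32 (cholesterol), −2.06 (chemokine), 2.54 (type I interferon), 1.88 (Fig. 3A), 0.93 (MHC class I), −0.47 (ATF4 targets) and 0.42 (LXR targets). The medians do not change with this choice. It allows for genes of a list that vary together, and how far that holds for a response shared by the list was not tested. Fry brought the NF-κB list (0.30) and the LXR list (0.30) with siSREBF2 under 0.05, and the replicate block the cell cycle list (0.28); the cause was not tested.

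Across the fits that each left out 1 library, the counts for siSREBF2 without TNFα with adjusted p-values went from 204 to 364 lower genes, the lowest without replicate 2 of siCTRL, and those of the interaction from 456 to 959 higher genes, the lowest without replicate 2 and the highest without replicate 3 of TNFα-treated siCTRL. The cell cycle list with siSREBF2 went from 0.11 to 0.50, the lowest without replicate 3 and the highest without replicate 2 of TNFα-treated siSREBF2. The TCA cycle list changed sign, from −0.0164 without replicate 3 to 0.0289 without replicate 2 of TNFα-treated siCTRL for siSREBF2, and from −0.0348 without replicate 1 to 0.045 without replicate 2 of TNFα-treated siPDHA1 for siPDHA1. The fits are smaller by 1 library, and beyond that the cause was not tested.

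The alternatives for genes named outside the naming rule or in further comparisons were chosen after the data were seen. Among the genes named, 2 small differences reversed, neither past an adjusted p-value of 0.05. *BHLHE40* in siSREBF2 against siPDHA1 went to −0.0297 with median-of-ratios size factors and to −0.024 at the lowest with 1 library left out, up to 0.1218. The interaction for *CXCL8* went from −0.708 to 0.1128 with 1 library left out, and the cause was not tested. Under the alternatives other than leaving out a library, 9 values no longer passed an adjusted p-value of 0.05 and 18 came to pass it. With 1 library left out these were 47 and 4. Tests on counts, planned with edgeR and with DESeq2, were not run because the CPM do not give whole reads. For the interaction, a fit of only the groups compared is the reported fit. At 1 CPM in the library of lowest depth a value stands for 47.0 reads, and genes under 1 CPM in all but 2 libraries were not tested, so changes in them are outside these counts.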

Differences from the paper's values

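Of 33 values of the paper compared with those found here, 0 differed by the rule used. All but the counts of lower and higher genes in Fig. 1B were read from figures, and the number that differ depends on the margin of the rule. By that rule, a count differed beyond 1.5 times, and a CPM only beyond 1.5 times and beyond its SD. The CPM set beside the paper's are means of the authors' own CPM values, so their likeness is not independent evidence. The CPM of *BHLHE40* and *KLF6* are those of Fig. 6F, whose legend refers to earlier RNA-seq experiments. The paper's counts of genes in Fig. 1B, 505 lower and 1259 higher, stand beside 607 and 1442 here. Of the alternatives set before the data were examined, no filter on low values (885 lower and 2254 higher) and median-of-ratios size factors (783 lower) moved more than 1.5 times away from the paper's counts.

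The paper states that *ICAM1* and *VCAM1* did not significantly change in the RNA-seq results. Here *VCAM1* was higher with siSREBF2 and TNFα by a log2 fold change of 1.50 (adjusted p = 0.00236 from limma with Benjamini-Hochberg adjustment, higher in 3 of 3 comparisons), and it passed 0.05 under all the settings tried. *ICAM1* was higher by 1.18, past the paper's threshold with an unadjusted p of 0.0207 from limma, and its adjusted p of 0.0542 from limma did not pass 0.05. It did with 1 CPM added, with the replicate block, with only the groups compared or all 18 libraries in the fit, and without replicate 3 of TNFα-treated siCTRL, and under the other settings it did not, as in the paper's statement.

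The paper names *CXCL1*, *CXCL6*, *CXCR4* and *IL1A* among the genes lowered by siSREBF2. Here they passed the paper's threshold but not an adjusted p-value of 0.05, with 0.0884, 0.0536, 0.0673 and 0.0599 from limma with Benjamini-Hochberg adjustment. At the paper's own threshold there is thus no difference from the paper, and these adjusted p-values leave the pairing of donors out. All 4 passed with the replicate block, at 0.0065, 0.00856, 2.22e-05 and 0.000681 from limma, and with only the groups compared in the fit. *CXCL6* also passed with 1 CPM added, with median-of-ratios size factors and without replicate 3 of TNFα-treated siCTRL, *CXCR4* without that library, and *IL1A* with 1 CPM added, with all 18 libraries in the fit and without that library.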

Other observations

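Among the 15 KLF genes in the table, *KLF6* had the highest mean in untreated siCTRL, 254.9 CPM (n = 3), followed by *KLF3* at 101 CPM and *KLF12* at 60.8 CPM. The paper states the same rank for *KLF6* in HUVEC at baseline.

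*CXCL10*, an interferon-inducible chemokine outside Fig. 1D, rose with siSREBF2 and TNFα by a log2 fold change of 3.43 (standard error 0.67, adjusted p = 0.00271 from limma with Benjamini-Hochberg adjustment, higher in 3 of 3 comparisons), while *CXCL1*, *CXCL2*, *CXCL6* and *CXCL8* were lower.

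Among sterol-responsive genes that the paper measures by other assays, *HMGCS1* changed with siSREBF2 and TNFα by a log2 fold change of −0.56 and *INSIG1* by −0.50, with adjusted p-values of 0.000934 and 0.0075 from limma with Benjamini-Hochberg adjustment. *SCAP* changed by 0.20 (adjusted p = 0.0136 from limma), past 0.05 under the reported settings but not with median-of-ratios size factors, with only the groups compared in the fit or without replicate 2 of TNFα-treated siSREBF2, with adjusted p-values from 0.00955 to 0.135 over the settings.

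For the lists not tied to a statement of the paper, camera in limma gave no adjusted p-value under 0.05 with siSREBF2 and TNFα. The median log2 fold change was −0.18 for ATF4 targets (adjusted p = 0.336 over the 10 lists with limma's camera), 0.30 for LXR targets (0.514), 0.28 for the cell cycle (0.336) and 0.02 for the TCA cycle with oxidative phosphorylation (0.376), the last of which was −0.06 after median-of-ratios scaling. All 22 cell cycle genes were higher, by log2 fold changes from 0.06 to 0.68. The adjusted p of that list was 0.0312 with the replicate block in limma's camera. Without TNFα, the cell cycle list had a median of 0.56 with siSREBF2, with 22 of 22 genes higher (adjusted p = 0.000691 with limma's camera, 0.183 with fry). With siPDHA1 and no TNFα its median was 0.51 (0.00192 with limma's camera, 0.058 with fry). The medians of the ATF4 and LXR lists stand over genes that moved both ways. Of the 20 ATF4 targets, 6 were higher and 8 lower with adjusted p-values under 0.05 over all genes, or 7 and 9 adjusted over the list alone. Of the 7 LXR targets, 3 were higher and 1 lower, or 4 and 2 adjusted over the list alone. The adjusted p of that list was 0.00327 with limma's fry. For the LXR list, the interaction of siSREBF2 with TNFα had a median of 0.66 (adjusted p = 0.0121 with limma's camera, 0.000971 with fry). *ABCA1*, an LXR target, fell by 0.86 on the log2 scale with siSREBF2 and rose by 2.33 with siPDHA1, and was singled out after its values were seen. With siPDHA1 and TNFα the medians were 0.93 for MHC class I (4.22e-08 with limma's camera), 1.88 for the genes of Fig. 3A (4.13e-09), 0.21 for NF-κB targets (0.376), −0.47 for ATF4 targets (0.00387), 0.42 for LXR targets (0.00048), 0.07 for the cell cycle (0.63) and 0.01 for the TCA cycle list (0.546).

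Of the genes of Fig. 8D, *F3* and *IER3* were lower with siSREBF2 and TNFα than with siPDHA1 and TNFα, by −1.06 and −0.88 on the log2 scale (adjusted p = 0.00373 and 0.000198 from limma with Benjamini-Hochberg adjustment, lower in 3 of 3 comparisons each), and *RASGRP3* by −1.27 (adjusted p = 9.12e-05 from limma). *PTGS2* and *NID2* also had lower means, 360 and 21.3 CPM with siSREBF2 and 856 and 55.3 CPM with siPDHA1 (with TNFα, n = 3). The means of *CXCL1*, *KLF6*, *MLLT11*, *NIPA1* and *TUBA1A* were higher with siSREBF2. *IL6* differed between the siRNAs by −0.78, lower in 3 of 3 comparisons, with an adjusted p of 0.0922 from limma that was 0.0225 with the replicate block and up to 0.119 under the other settings.

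The hypothesis that the called genes and the overlap with Fig. 8D come from an accidental grouping of the libraries was tested by regrouping them. For siSREBF2 against siCTRL, 1 of 10 divisions of the 6 libraries, the real one, gave as many genes with adjusted p-values, with TNFα and without it, and the same held for TNFα in siCTRL. The design allows no smaller share. Other divisions gave at most 1 gene with adjusted p-values, and at the paper's threshold up to 645 for siSREBF2 with TNFα (median 109) and 390 for TNFα in siCTRL, with a median of 100 for siSREBF2 without TNFα. For the 265 genes raised by TNFα and lowered by siSREBF2, 8 of 100 drawn divisions of the 9 libraries, the real one included, gave as many. The counts went up to 508, with a median of 6 among the others. In most of the other 7, the label of TNFα-treated siCTRL fell on all 3 libraries of 1 treated group, as in those with 508 and 347 genes. Such divisions set a whole treated group against mixed groups, so they hold part of a real difference. The one with 385 genes kept no such group. This count therefore does not decide how rare the overlap is. In 0 of the other 7 were the 3 untreated libraries kept in 1 group. Divisions that gave 0 genes also part the untreated libraries, so that parting does not explain the counts of the 7.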
